# Impaired rRNA synthesis triggers homeostatic responses in hippocampal neurons

**DOI:** 10.3389/fncel.2013.00207

**Published:** 2013-11-11

**Authors:** Anna Kiryk, Katharina Sowodniok, Grzegorz Kreiner, Jan Rodriguez-Parkitna, Aynur Sönmez, Tomasz Górkiewicz, Holger Bierhoff, Marcin Wawrzyniak, Artur K. Janusz, Birgit Liss, Witold Konopka, Günther Schütz, Leszek Kaczmarek, Rosanna Parlato

**Keywords:** rRNA, nucleolus, learning and memory, hippocampus, mTOR, neurogenesis

## Abstract

Decreased rRNA synthesis and nucleolar disruption, known as nucleolar stress, are primary signs of cellular stress associated with aging and neurodegenerative disorders. Silencing of rDNA occurs during early stages of Alzheimer's disease (AD) and may play a role in dementia. Moreover, aberrant regulation of the protein synthesis machinery is present in the brain of suicide victims and implicates the epigenetic modulation of rRNA. Recently, we developed unique mouse models characterized by nucleolar stress in neurons. We inhibited RNA polymerase I by genetic ablation of the basal transcription factor TIF-IA in adult hippocampal neurons. Nucleolar stress resulted in progressive neurodegeneration, although with a differential vulnerability within the CA1, CA3, and dentate gyrus (DG). Here, we investigate the consequences of nucleolar stress on learning and memory. The mutant mice show normal performance in the Morris water maze and in other behavioral tests, suggesting the activation of adaptive mechanisms. In fact, we observe a significantly enhanced learning and re-learning corresponding to the initial inhibition of rRNA transcription. This phenomenon is accompanied by aberrant synaptic plasticity. By the analysis of nucleolar function and integrity, we find that the synthesis of rRNA is later restored. Gene expression profiling shows that 36 transcripts are differentially expressed in comparison to the control group in absence of neurodegeneration. Additionally, we observe a significant enrichment of the putative serum response factor (SRF) binding sites in the promoters of the genes with changed expression, indicating potential adaptive mechanisms mediated by the mitogen-activated protein kinase pathway. In the DG a neurogenetic response might compensate the initial molecular deficits. These results underscore the role of nucleolar stress in neuronal homeostasis and open a new ground for therapeutic strategies aiming at preserving neuronal function.

## Introduction

Protein synthesis is essential in the consolidation of long-term memory by long-lasting changes of synapses (Cajigas et al., 2010). Neuronal stimulation and prolonged neuronal activity increase protein synthesis by controlling nucleolar number and/or by regulating processing and maturation of rRNA (Jordan et al., 2007).

In line with a crucial role in learning and memory, rRNA transcription is down-regulated during ageing in CA1 and dentate gyrus (DG) hippocampal areas although in CA3 it is increased to compensate the functional loss in DG and CA1. Interestingly, CA1 and DG are especially vulnerable to brain injury and Alzheimer's disease (AD), supporting the connection between neuronal activity, metabolism, and functional deficits in aged hippocampal neurons (Garcia Moreno et al., 1997). For example, rRNA transcription is decreased in hippocampal neurons after alcohol consumption and deprivation in rats and it is associated with memory impairment (Garcia-Moreno et al., 2001). Recent studies have shown that rRNA transcription is specifically down-regulated in the hippocampus of AD and suicide subjects by epigenetic modifications (McGowan et al., 2008; Pietrzak et al., 2011). Hence, a better understanding of the cellular and molecular strategies adopted to counteract nucleolar stress could pave the way to neuroprotective strategies preserving neuronal function.

The mammalian target of rapamycin (mTOR) is an evolutionarily conserved serine/threonine kinase and an important regulator of cell growth and protein translation, dependent on cellular metabolic state and stress conditions (Laplante and Sabatini, 2012). mTOR dysregulation is associated with several neurodevelopmental and neurodegenerative disorders making its targets and regulators valuable for therapeutic interventions (Crino, 2011). In agreement with its fundamental role, several feedback mechanisms intervene to control its function. For example in response to permissive growth conditions mTOR regulates protein synthesis by controlling rRNA transcription (Mayer et al., 2004; Grewal et al., 2007). In turn, inhibition of rRNA transcription and disruption of nucleolar integrity down-regulate mTOR activity (Rieker et al., 2011).

To elucidate the role of rRNA transcription and nucleolar activity in learning and memory, we have used a genetic approach to induce nucleolar stress in specific neurons. This method is based on the conditional ablation of the nucleolar transcription factor TIF-IA, crucial for recruiting RNA polymerase I (Pol I) to the rDNA promoter (Parlato et al., 2008). Genetic loss of TIF-IA impairs rRNA transcription, causing disruption of nucleoli resulting in severe growth deficits during embryonic development (Yuan et al., 2005). Several intracellular pathways converge on TIF-IA in response to either favorable or adverse conditions. As such TIF-IA activity is differentially regulated by various kinases including mTOR, ERK, AMPK, JNK (Zhao et al., 2003; Mayer et al., 2004, 2005; Hoppe et al., 2009) in response to environmental changes. Recently it has been shown that brain-derived neurotrophic factor (BDNF) regulates Pol I activity by ERK1/2 and TIF-IA activation stimulating hippocampal neuron morphogenesis (neurite length and branching) (Gomes et al., 2011).

Here, we have analyzed behavioral, cellular, and molecular changes in TIF-IA^CaMKCreERT2^ mutants characterized by the inducible ablation of TIF-IA gene in adult hippocampal neurons. Nucleolar stress, as a consequence of the inhibition of rRNA synthesis, results in hippocampal neurodegeneration (Parlato et al., 2008). However, the mutant mice do not show deficits in learning and memory behavioral tests. On the contrary, mutant mice present enhanced spatial learning, suggesting compensatory mechanisms. Moreover, hippocampal neurodegeneration is restricted and nucleolar integrity is restored. Increased neurogenesis in the DG could partially account for the lack of behavioral and morphological deficits. The molecular analysis suggests the activation of neuroprotective strategies to inhibit apoptosis and enhance survival. The mTOR pathway appears to be upregulated in the TIF-IA^CaMKCreERT2^ mutants, supporting the role of nucleolar activity in neuronal homeostasis.

## Materials and methods

### Mice

Homozygous TIF-IA^flox/flox^; CaMKCreERT2 (TIF-IA^CaMKCreERT2^) mutant mice were generated by crossing mice carrying the *TIF-IA* floxed allele (TIF-IA^flox/flox^) to the transgenic line CaMKCreERT2. TIF-IA^+/flox^; CaMKCreERT2 positive mice were again crossed with TIF-IA^flox/flox^ mice. The analysis of the genotype was performed as previously described (Parlato et al., 2008). 2-month-old TIF-IA^flox/flox^ control and TIF-IA^CaMKCreERT2^ mutant mice were both injected intraperitoneally with 1 mg tamoxifen twice a day for five consecutive days and were analyzed at different time points after the last injection, in general by a 2–3 month interval. Both male and female mice were used for the experiments. The mouse genetic background was C57Bl6/N. The experiments were performed and analyzed blind with regard to the mouse genotype.

Procedures involving animal care were approved by the Committee on Animal Care and Use (Regierungspräsidium Karlsruhe) in accordance with the local Animal Welfare Act and the European Communities Council Directive of 24 November 1986 (86/609/EEC).

### Behavioral analysis

The mice were tested at three time points: 5 weeks (controls, *n* = 16: 8 females and 8 males; mutants, *n* = 15: 5 females and 10 males), 3 months (controls, *n* = 6: 2 females and 4 males; mutants, *n* = 5: 2 females and 3 males), and 6 months (controls, *n* = 6: 4 females and 2 males; mutants, *n* = 7: 4 females and 3 males) after tamoxifen. Mice were subjected to behavioral examination in a battery of tests: handling, neurological assessment, Rotarod test, Open Field, Elevated Plus Maze, and Morris water maze test. In the last day of 1-week handling the mice were exposed to neurological assessment in order to find abnormalities in activity, reflexes and sense response, according to a table of neurological deficits (Katz et al., 1998).

For Rotarod test a standard apparatus (TSE systems, Bad Homburg, Germany) was used. Mice were habituated to the immobile rod (day 1) and then to the rod turning with slow speed 4 rpm (day 2). In the 3rd day the test was performed and the rod was turning with increasing speed from 4 to 40 rpm. Time to fall from a rod was measured by the TSE system software.

For the Open Field, mice were placed in the center of gray round arena (60 cm in diameter) surrounded by high walls (30 cm high). The floor of the apparatus was virtually divided to 16 zones in EthoVision system (Noldus Information Technology, Wageningen, The Netherlands). The number of zones crossed by each mouse, the distance moved per minute of test, the total distance and time spent in center and periphery were also measured.

The level of anxiety was assessed in the Elevated Plus Maze test. The plastic apparatus consists of four arms (30 × 5.5 cm each) connected by central area (5.5 × 5.5 cm). The mice were placed individually in the central area and were allowed to move freely for 5 min. Time spent in each zone was measured by EthoVision system.

Morris water maze test was used for assessing hippocampus-dependent memory. In the first day mice were allowed to swim in a pool with visible platform (15 cm high, 11.5 × 11.5 cm) to assess visual and motoric abilities. The procedure was performed as previously described (Widy-Tyszkiewicz et al., 1993; Giese et al., 1998). Each mouse was exposed to 1 training session daily divided for 4 trials in a circular white pool (diameter 1.4 m) with the platform submerged 1.5 cm under water (24–27°C) in position 1. Each mouse was trained to find a hidden platform in a latency of 60 s. If mouse found a platform in 60 s or if the time elapsed, mouse was allowed to stay on the platform for 60 s. Next, memory of platform position 1 was measured in 60 s probe trials 24 and 48 h after the 4th day of training. Mouse was put in the opposite quadrant to “platform quadrant” and was allowed freely swimming for 60 s. After the second probe trail, 1-day training was performed to investigate the ability of re-learning to new platform location—position 2. The swim path and the time spent in four virtual quadrants of the pool were recorded by the EthoVision software.

### Electrophysiology

For *in vitro* long-term potentiation (LTP) recording animals 1 month after tamoxifen were anaesthetized with isoflurane and decapitated. The brains were quickly removed and placed in cold artificial cerebrospinal fluid (aCSF: NaCl 117 mM, MgSO_4_ 1.2 mM, KCl 4.7 mM, CaCl_2_ 2.5 mM, NaHCO_3_ 25 mM, NaH_2_PO_4_ 1.2 mM, 10 mM glucose, bubbled with carbogen). Both hemispheres were cut into 400 μm coronal slices on a vibratome. Slices containing the hippocampus were placed in a recording interface chamber to recover for at least 1.5 h before recording. The slices were continuously perfused with carbogenated aCSF at 33°C. Field excitatory postsynaptic potentials (fEPSPs) were recorded using glass micropipettes filled with 1 M NaCl yielding resistance of 2–3 MΩ, in the stratum radiatum in CA1, evoked by stimulation of the Schaffer collateral-commissural afferents every 30 s with bipolar metal electrodes (test pulses at 0.033 Hz, 0.1 ms). Input-output (I-O) analysis was conducted to determine the maximal response to constant increase. During I-O protocol 16 stimuli with increasing intensity from 0 to maximum value were delivered. Intensity of the test stimulus was adjusted to obtain fEPSP with slopes that were one-third of the maximal response (established on the basis of I-O curve). Paired pulse facilitation experiments were performed before baseline recordings. PPF was examined at inter-stimulus intervals of 15, 25, 35, 50, 100, 150, and 200 ms and stimulus intensity one-third of the maximal response. PPF (%) was determined as a ratio of the second fEPSP slope to the first evoked. After at least 15 min of stable baseline LTP was induced tetanically (three trains of 100 Hz 1 s stimulation, separated by 3 min). After the end of the tetanic protocol, a test pulse was subsequently applied for at least 120 min. Recordings were amplified and digitized and amplitudes of fEPSP were analyzed on-line and off-line. For analysis of LTP, the response slopes were expressed as a percentage of the average response slopes during the baseline period prior to LTP induction.

### Gene expression profiling

Array analysis of gene expression was performed on adult TIF-IA^CaMKCreERT2^ mutant mice and control littermates (*n* = 5–6 per each group) four weeks after injection of tamoxifen. Mice were killed by CO_2_, the brains were immediately removed and preserved in RNA-later solution (Ambion). Total RNA was isolated from hippocampal vibratome sections (300 μm) using the RNeasy Mini Kit (Qiagen). Profiling was performed using the MouseWG-6 v2 BeadChip arrays (Illumina Inc., San Diego, CA, USA) according to the manufacturer's instructions. Microarray quality control was performed using the BeadArray R package from the Bioconductor suite (Gentleman et al., 2004). After background subtraction, the data were normalized using quantile normalization and then log2-transformed. Statistical analysis of differences in transcription was performed with limma from the Bioconductor suite. Ontology analyses were carried out using gene set enrichment analysis (GSEA) and identification of enriched putative transcription factor binding sites was performed using cREMaG. The data were stored in the GEO database (http://www.ncbi.nlm.nih.gov/geo/), record number GSE51240.

### Histological analysis

Mice were sacrificed by CO_2_ and brains were immediately dissected. For immunohistochemistry, brains were fixed in 4% paraformaldehyde overnight and paraffin embedded or sectioned on a vibratome (50 μm thickness), with the exception of paraffin sections that were 7 μm thick. Sections from the region of the hippocampus comprised between Bregma −1.46 mm and −2.70 mm were incubated with primary antibodies overnight at 4°C. Visualization of antigen-bound primary antibodies was carried out using either a biotinylated secondary antibody together with the avidin-biotin system and the VECTOR peroxidase kit (Vector Laboratories). Mice were intraperitoneally injected with 5-bromo-2-deoxyuridine (BrdU; Sigma) 40 mg/kg body weight in 0.1 M Tris and then killed 2 h after a single BrdU injection (*n* = 3–4), or 2 weeks (*n* = 4), and 6 weeks (*n* = 4) after the last of 5 days of one daily BrdU injection. Primary antibodies for immunostaining were: anti-doublecortin (Santa Cruz), anti-bromodeoxyuridine (Dako), anti-Ki67, anti-nucleolin (Abcam), anti-nucleophosmin (NPM/B23), anti-neuronal-specific nuclear protein NeuN (Millipore), anti-phosphoS6 (S235/236) (Cell Signaling), anti-TIF-IA (Abnova). Non-radioactive *in situ* hybridization was performed on paraffin sections as previously described using a specific riboprobe hybridizing to regions in the leader sequence of the pre-rRNA (Parlato et al., 2008).

### RT-qPCR

Total RNA was isolated from dissected hippocampi as for the gene expression profiling. Levels of TIF-IA mRNA and pre-rRNA were monitored by reverse transcription (RT) followed by quantitative PCR (qPCR). Synthesis of cDNA with M-MLV Reverse Transcriptase (Life Technologies) was primed with random hexamers and qPCR was performed on a Light Cycler 480 instrument (Roche) using SYBR Green. TIF-IA mRNA primers (5′-GAACCCACTGAAGATCTGCCTGC and 5′-GGAGTCTCCACCAGCGGTGCTG) were located in exons 14 and 15, respectively. The amplicon is disrupted upon Cre-mediated recombination due to deletion of exon 14. For detection of pre-rRNA, the first 130 nucleotides relative to the transcription start site were amplified using the 5′-ACTGACACGCTGTCCTTTCC and 5′-GACAGCTTCAGGCACCGCGA primers; a primer pair covering the first processing site was also used: 5′-CGTGTAAGACATTCCTATCTCG and 5′- GCCCGCTGGCAGAACGAGAAG. To amplify GAPDH we used the following: 5′-CATGGCCTTCCGTGTTCCTA and 5′-GCGGCACGTCAGATCCA. TaqMan qPCR was performed using the Chromo4 Platform (Biorad). The following TaqMan inventoried gene expression assays were used: 18S rRNA (Mm03928990_g1), Hprt (Mm00446968_m1) (Applied Biosystems/Life Technologies). Hypoxanthine-phophoribosyltransferase (*Hprt*) was chosen as a housekeeping gene. Expression changes were calculated as a fold change vs. mean of control samples.

### Statistical analysis

Behavioral and electrophysiological results were analyzed in Statistica 6.0 (StatSoft). One-Way ANOVA was used for Rotarod, Open Field, Elevated plus maze test and Two-Way ANOVA (genotype and gender) for relearning task in Morris water maze. For multiple comparisons in Morris water maze, the results were at first normalized to equalize variances in statistical program JMP v.5.0.1.2 followed by Two-Way ANOVA with repeated measures. Significant genotype effect was further analyzed using *post-hoc* NIR test. For electrophysiological recordings ANOVA with repeated measures was used. *P* < 0.05 was acknowledged as a significance threshold. Data were pooled across animals of the same genotype and presented as mean ± SEM using GraphPad Prism (GraphPad Software).

The ImageJ program was used to measure DG area and CA1 thickness, namely the average height of the CA1 layer. The DG area per section was measured on average in six coronal paraffin sections (one every 4th sections) per mouse (*n* = 5). CA1 thickness was measured on average in six coronal sections (one every 4th sections) per mouse (*n* = 5). In each section the CA1 thickness was measured in three different regions between the distal and proximal CA1. The number of phosho-S6 positive neurons in DG was measured as the number of double positive phospho-S6 and NeuN cells per section. In CA1 the number of phosho-S6 positive neurons in each section was counted between the distal and proximal CA1 in three area units used as a reference. The number of Ki67, BrdU, doublecortin positive cells in DG was measured as the average number of positive cells per section in five-six coronal vibratome sections (one every 3rd sections) per mouse (*n* = 4–5). For BrdU colocalization, the cells showing a nuclear BrdU staining (green) and surrounded by the doublecortin (brown) staining were counted in the DG. The results of the *t*-test are reported as follows: (^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001).

## Results

### Impaired rRNA synthesis results in aberrant synaptic plasticity

Inducible conditional ablation of the transcription factor TIF-IA by the Cre-loxP system impairs rRNA transcription and nucleolar integrity in the adult hippocampus (Parlato et al., 2008). TIF-IA mRNA and pre-rRNA level analyzed by qPCR were significantly reduced in the TIF-IA^CaMKCreERT2^ mutant mice 1 month after induction of the mutation by tamoxifen injection. GAPDH mRNA used as a control does not change (Figure 1A). rRNA transcription monitored by *in situ* hybridization detecting the nascent 47S pre-rRNA in hippocampal sections was strongly inhibited in the CA1 and DG 1 month after tamoxifen was given confirming our previous data (Parlato et al., 2008) (Figure 1B). Loss of TIF-IA nucleolar staining is evident in the mutants at the same stage; nonetheless without significantly altering mature 18S rRNA level (*p* = 0.58) (Figures 1B,C). Increased level of the tumor suppressor p53 is associated with death of hippocampal neurons 3 months after tamoxifen treatment (Parlato et al., 2008) suggesting its role in neuronal survival. Although the DG and the CA1 are significantly smaller than controls in TIF-IA^CaMKCreERT2^ mutant mice 8 months after tamoxifen treatment, hippocampal neurons do not undergo massive degeneration as for example dopaminergic neurons lacking TIF-IA (Figures 2A,B) (Rieker et al., 2011). In agreement with this, p53 immunoreactivity does not increase at later stages (data not shown). This initial analysis suggested that hippocampal neurons were more resistant to nucleolar stress.

**Figure 1:**
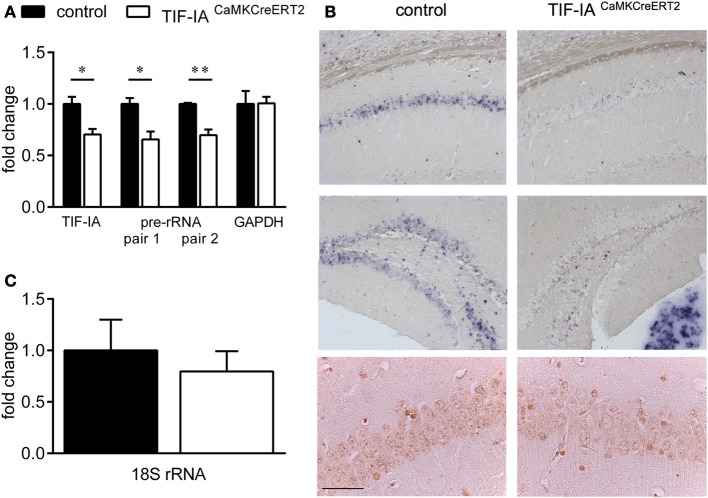
**Conditional ablation of TIF-IA reduces 47S pre-rRNA level in the hippocampus. (A)** TIF-IA and GAPDH mRNA and pre-rRNA decrease by qPCR in the hippocampi of control and TIF-IA^CaMKCreERT2^ mutants 1 month after tamoxifen. **(B)** Upper panels: Representative images showing the specific effects of TIF-IA loss on pre-rRNA synthesis (blue staining) in CA1 and DG by *in situ* hybridization in coronal paraffin sections of control and TIF-IA^CaMKCreERT2^ mutant mice 1 month after tamoxifen. Lower panels: TIF-IA protein analyzed by immunohistochemistry (IHC) in CA1 is visible in the nucleoli of controls but not in TIF-IA^CaMKCreERT2^ mutant mice. **(C)** 18S rRNA analyzed by qPCR in control and TIF-IA^CaMKCreERT2^ mutants 1 month after tamoxifen is not affected; *n* = 5. Error bars represent SEM. Scale bar: **(B)** upper panels: 150 μm; **(B)** lower panels: 60 μm. ^*^p < 0.05; ^**^p < 0.01.

**Figure 2:**
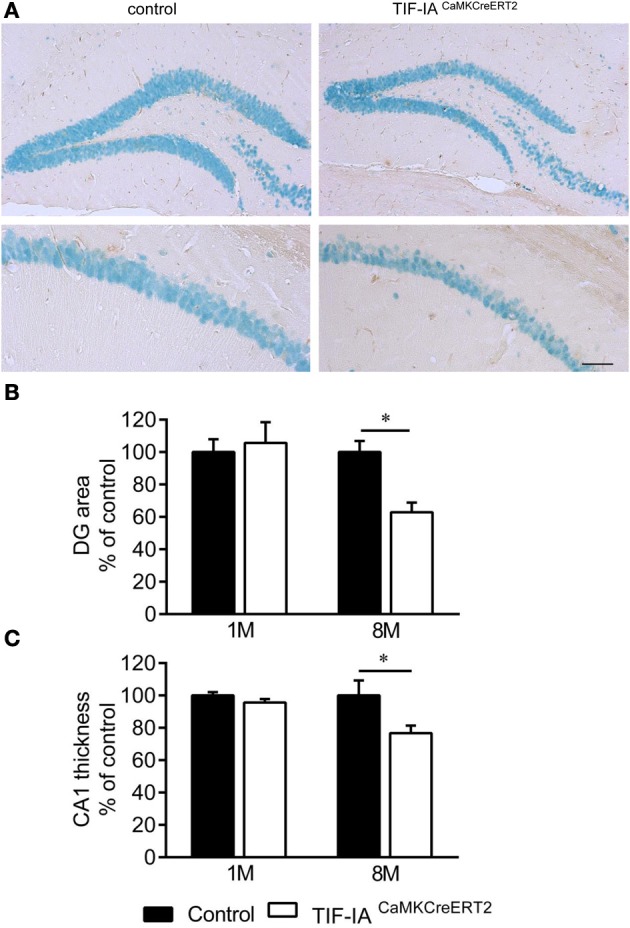
**Hippocampal neurons survive in DG and CA1 of TIF-IA^CaMKCreERT2^ mutants. (A)** Representative images of IHC with NeuN specific antibody in DG and CA1 of control and TIF-IA^CaMKCreERT2^ mutant mice 8 months after tamoxifen. **(B)** Quantification of DG area per section (% of control) in control and TIF-IA^CaMKCreERT2^ mutant mice 1 and 8 months after tamoxifen. **(C)** Quantification of CA1 thickness (% of control) in control and TIF-IA^CaMKCreERT2^ mutant mice 1 and 8 months after tamoxifen; *n* = 5. Error bars represent SEM. Scale bar: 120 μm. ^*^p < 0.05.

To further explore these observations we investigated the distribution of the nucleolar protein nucleophosmin NPM/B23, commonly used as a marker of nucleolar stress upon various treatment and in different cellular contexts (Rubbi and Milner, 2003; Avitabile et al., 2011). Immunohistochemistry with NPM/B23 antibody shows that the controls are mainly characterized by an intense NPM/B23 staining in the nucleoli. In the DG increased NPM/B23 signal in the nucleoplasm is detectable in the subgranular zone (SGZ), occupied by sparse mitotic cells and it could be explained by loss of nucleolar integrity in dividing cells. One month after tamoxifen administration TIF-IA^CaMKCreERT2^ mutants showed reduced staining intensity in the nucleolus and increased signal in the nucleoplasm in comparison to controls (Figure 3). Notably, the nucleoplasmic distribution of NPM/B23 was more pronounced in the DG of the TIF-IA^CaMKCreERT2^ mutants (Figure 3).

**Figure 3:**
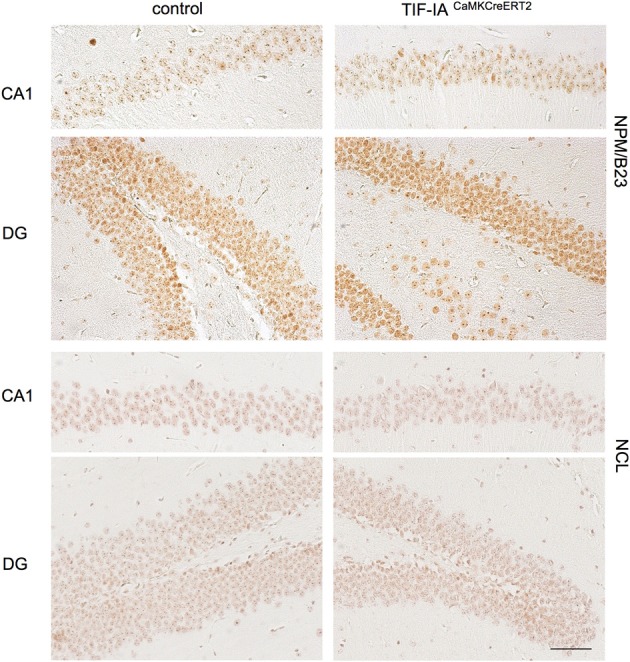
**Nucleolar integrity is altered in CA1 and DG of TIF-IA^CaMKCreERT2^ mutants**. Representative images of IHC with the nucleolar markers nuclephosmin (NPM/B23) and nucleolin (NCL) in control and TIF-IA^CaMKCreERT2^ mutant mice 1 month after tamoxifen showing reduced intensity of nucleolar staining of both proteins in the mutants. Scale bar: 60 μm.

To test whether other nucleolar proteins are affected at this stage, we analyzed the protein nucleolin (NCL), located in the granular component of the nucleolus and involved in various steps of ribosomal biogenesis (Abdelmohsen and Gorospe, 2012). NCL staining has been shown to decrease upon inhibition of rRNA biogenesis (Moore et al., 2013). Accordingly NCL intensity decreased in TIF-IA^CaMKCreERT2^ mutants supporting an initial induction of nucleolar stress 1 month after tamoxifen (Figure 3).

We have previously shown that NPM/B23 re-localizes in the nucleoplasm of TIF-IA^CaMKCreERT2^ mutants 3 months after tamoxifen concomitant with increased neuronal death (Parlato et al., 2008). To monitor the progression of this phenomenon, we compared controls and TIF-IA^CaMKCreERT2^ mutants 2.5 and 5 months after tamoxifen (Figure 4). As previously shown, a consistent loss of nucleolar NPM was visible in CA1 and DG of TIF-IA^CaMKCreERT2^ mutants 2.5 months after tamoxifen. However, NPM nucleolar staining in both regions was similar in controls and TIF-IA^CaMKCreERT2^ mutants 5 months after tamoxifen (Figure 4), suggesting that nucleolar stress could be rescued at later stages in TIF-IA^CaMKCreERT2^ mutants.

**Figure 4:**
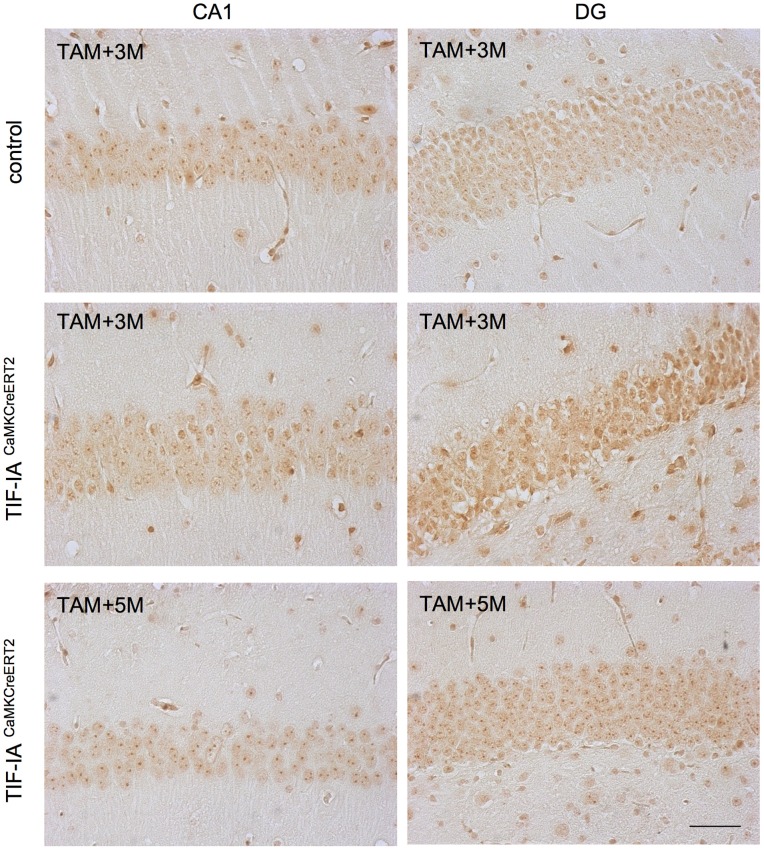
**Nucleolar integrity is restored in CA1 and DG of TIF-IA^CaMKCreERT2^ mutants**. Representative images of IHC with the nucleolar markers nuclephosmin (NPM/B23) in control and TIF-IA^CaMKCreERT2^ mutant mice 3 months after tamoxifen showing reduced intensity of nucleolar staining and re-localization to the nucleoplasm in the CA1 and mostly DG of mutants. Five months after tamoxifen TIF-IA^CaMKCreERT2^ show intense staining of NPM/B23 in the nucleoli. Scale bar: 60 μm.

To further support this hypothesis we monitored rRNA transcription by *in situ* hybridization detecting 47S pre-rRNA in hippocampal sections 2.5 and 5 months after tamoxifen (Figure 5). This approach confirmed a loss of pre-rRNA at 2.5 months in the mutants, while at 5 months we found pre-rRNA positive cells in both CA1 and DG (Figure 5). These results indicated that pre-rRNA and nucleolar stress could be rescued over time in this model, possibly halting neurodegeneration.

**Figure 5:**
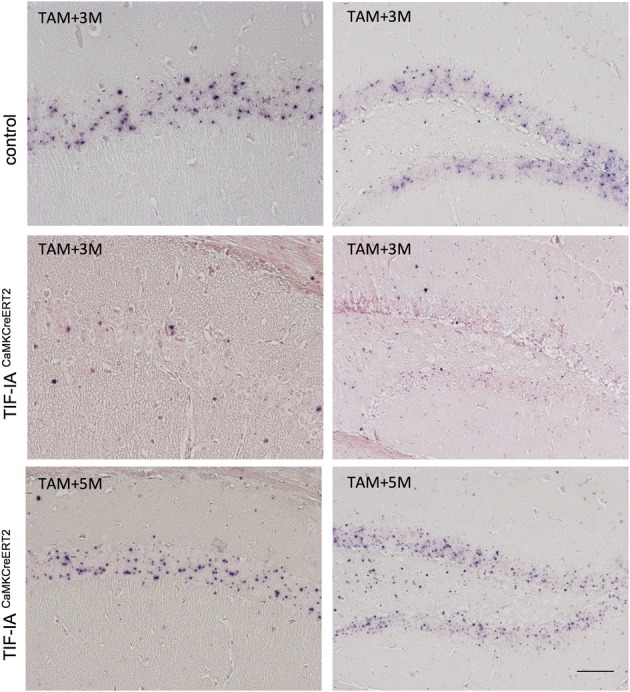
**pre-rRNA is restored in CA1 and DG of TIF-IA^CaMKCreERT2^ mutants**. Representative images of *in situ* hybridization performed in control and TIF-IA^CaMKCreERT2^ mutant mice 3 and 5 months after tamoxifen. Three months after tamoxifen TIF-IA^CaMKCreERT2^ mutant mice show loss of pre-rRNA in CA1 and DG in comparison to controls. Five months after tamoxifen TIF-IA^CaMKCreERT2^ show intense pre-rRNA staining in the nucleoli. The sections were slightly counterstained with nuclear fast red. Scale bar: 60 μm.

To determine whether inhibition of rRNA synthesis observed 1 month after tamoxifen affects synaptic plasticity, we applied a tetanic stimulation protocol to Schaffer collaterals in controls and TIF-IA^CaMKCreERT2^ mutant mice at this early stage. Tetanic stimulation potentiated fEPSPs in controls and TIF-IA^CaMKCreERT2^ mutant mice were stable throughout the experiment and lasted at least 120 min. However, LTP in the mutant group was consistently lower (141 ± 7%; *n* = 6) in comparison with the control group (237 ± 15%; *n* = 5) (*p* = 0.001) (Figure 6). We also investigated the basic properties of synaptic transmission in both groups. There were no significant differences in the basic synaptic transmission (I-O curves) of fEPSP (Figure 6) between control and mutant mice. In addition we analyzed paired-pulse facilitation, a form of short-term plasticity. We found no differences in paired-pulse ratio between controls and TIF-IA^CaMKCreERT2^ mutants in all used inter-stimulus intervals (15, 25, 35, 50, 100, 150, and 200 ms).

**Figure 6:**
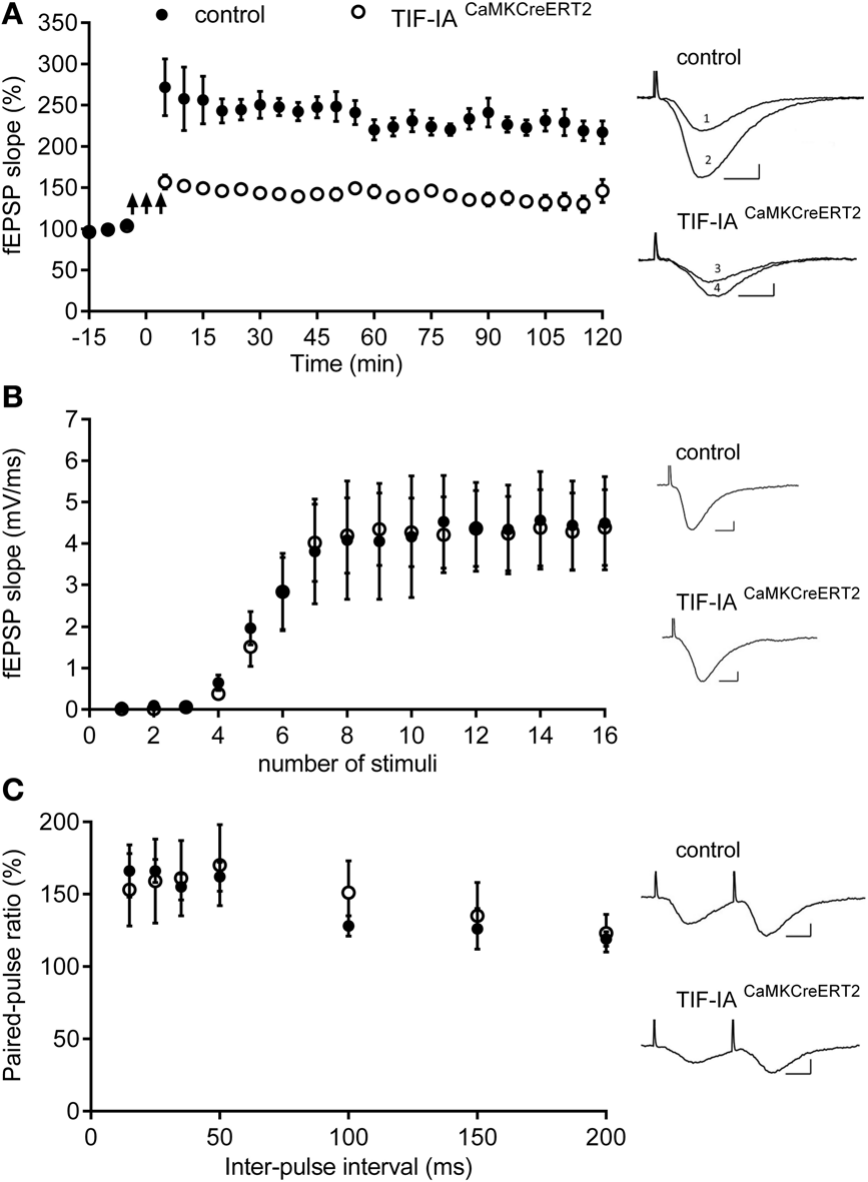
**TIF-IA^CaMKCreERT2^ mutant mice display hippocampal deficits in LTP. (A)** Tetanically induced LTP is lower in TIF-IA^CaMKCreERT2^ mutant mice (open circles) in comparison with control group (filled circles) 1 month after tamoxifen. Arrows mark the stimulation (3 trains of 100 Hz, 1 s stimulation separated by 3 min; *n* = 5, control; *n* = 6, mutant). Each point represents the average of 5 min recording from each animal group ± SEM. Right panels: superimposed representative fEPSP traces recorded from control and TIF-IA^CaMKCreERT2^ mutant mice 10 min before LTP induction (1 and 3, respectively) and 120 min after (2 and 4, respectively). Scale bars: 5 ms/2 mV. **(B)** Input-output (IO) curves representing the relationship between stimulus intensity and the slope of the fEPSP, did not differ significantly between control animals (filled circles; *n* = 5) and TIF-IA^CaMKCreERT2^ mutant mice (open circles; *n* = 6). Right panels: representative fEPSP traces with maximal slope, recorded from control (upper panel) and TIF-IA^CaMKCreERT2^ mutant mice (bottom panel). Scale bars: 5 ms/2 mV. **(C)** There were no differences in paired-pulse facilitation (PPF) ratios induced by delivering two stimuli with several different inter-stimulus intervals (15, 25, 35, 100, 150, and 200 ms) between control animals (filled circles; *n* = 5) and TIF-IA^CaMKCreERT2^ mutant mice (open circles; *n* = 6). The PPF ratio represents the slope of the second fEPSP divided by the slope of the first fEPSP presented in %. (Right panels) Representative fEPSP traces evoked by two stimuli with the same intensity and inter-stimulus interval 15 ms, recorded from control (upper panel) and TIF-IA^CaMKCreERT2^ mutant mice (bottom panel). Scale bars: 5 ms/2 mV.

### Sensorimotor responses, activity and anxiety are unaffected in TIF-IA^CaMKCreERT2^ mutant mice

To investigate the time-dependent consequences of nucleolar stress on hippocampal function, we analyzed behavioral, cellular, and molecular changes at different stages after induction of TIF-IA ablation.

Neurological examination starting 1 month after tamoxifen with an interval of 2–3 months revealed no difference between genotypes in home cage activity nor in functioning of all senses: olfactory, vision, hearing, and whisker movement. Motor coordination and balance were measured by the Rotarod test. TIF-IA^CaMKCreERT2^ mutant mice retained normal motoric functions and coordination as they showed similar endurance to controls (Table 1). In new, open space (Open Field test) TIF-IA^CaMKCreERT2^ mutant mice were as active as controls. During 5-min test controls and mutants covered similar distance and number of zones (Table 1). Also habituation to a new environment measured as a distance traveled in each minute of test was not changed in the mutant mice (Table 1). Anxiety to open, elevated space was assessed by 5-min exposure to Elevated Plus Maze. Mutant and control mice spent both more time in the closed arms than in the open arms of the apparatus showing similar level of anxiety (Table 1). This observation was confirmed by assessing anxiety level in the open field as time spent in the central vs. the periphery zone. Independently of the mutation, the mice spent less than 10% of time in the aversive zone of open field showing strong preference for the periphery zone (Table 1).

**Table 1:** **Statistical analysis of the behavioral tests**.

**Test**	**Parameter**	**Difference between genotypes: control vs. mutant mice**		
		**5W after TAM control: *n* = 16 mutant: *n* = 15**	**3M after TAM control: *n* = 6 mutant: *n* = 5**	**6M after TAM control: *n* = 6 mutant: *n* = 7**
Rotarod	Time to fall (s)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 1.855; *P* level = 0.184	*F*_(1, 7)_ = 1.888; *P* level = 0.677	*F*_(1, 9)_ = 0.106; *P* level = 0.920
**ACTIVITY AND HABITUATION IN OPEN FIELD**				
Open field	Total distance moved (cm)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 2.223; *P* level = 0.147	*F*_(1, 7)_ = 0.264; *P* level = 0.623	*F*_(1, 9)_ = 2.18; *P* level = 0.174
	Number of zones crossed	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 3.181; *P* level = 0.086	*F*_(1, 7)_ = 0.628; *P* level = 0.454	*F*_(1, 9)_ = 1.55; *P* level = 0.244
	Velocity (cm/s)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 2.247; *P* level = 0.145	*F*_(1, 7)_ = 0.068; *P* level = 0.801	*F*_(1, 9)_ = 2.18; *P* level = 0.174
	Distance moved in subsequent minutes	ANOVA with repeated measures	ANOVA with repeated measures	ANOVA with repeated measures
		*F*_(1, 27)_ = 1.563; *P* level = 0.221	*F*_(1, 7)_ = 0.240; *P* level = 0.636	*F*_(1, 9)_ = 2.823; *P* level = 0.121
**ANXIETY IN ELEVATED PLUS MAZE AND OPEN FIELD**				
Elevated plus maze	Time (%) spent in zones of apparatus	One-way ANOVA	One-way ANOVA	One-way ANOVA
		closed arms *F*_(1, 27)_ = 0.164; *P* level = 0.688	closed arms *F*_(1, 7)_ = 4.031; *P* level = 0.085;	closed arms *F*_(1, 9)_ = 0.071; *P* level = 0.795;
		open arms *F*_(1, 27)_ = 0.069; *P* level = 0.794	open arms *F*_(1, 7)_ = 2.941; *P* level = 0.130	open arms *F*_(1, 9)_ = 0.214; *P* level = 0.887
Open field	Time (%) spent in center vs. periphery	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 9)_ = 0.472; *P* level = 0.509	*F*_(1, 27)_ = 0.235; *P* level = 0.631	*F*_(1, 12)_ = 0.0004; *P* level = 0.983
**LEARNING AND MEMORY IN MORRIS WATER MAZE**				
Visible platform test	Latency (s)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 2.223; *P* level = 0.147	*F*_(1, 7)_ = 0.304; *P* level = 0.98	*F*_(1, 9)_ = 2.18; *P* level = 0.174
	Swim speed (cm/s)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 1.066; *P* level = 0.310	*F*_(1, 7)_ = 0.110; *P* level = 0.747	*F*_(1, 9)_ = 0.015; *P* level = 0.904
Training to platform location 1, days 1–4	Latency (s)	One-way ANOVA with repeated measures	One-way ANOVA with repeated measures	One-way ANOVA with repeated measures
		*F*_(1, 27)_ = 4.602; *P* level = 0.041	*F*_(1, 7)_ = 1.805; *P* level = 0.221	*F*_(1, 9)_ = 0.001; *P* level = 0.975
	Swim speed (cm/s)	One-way ANOVA with repeated measures	One-way ANOVA with repeated measures	One-way ANOVA with repeated measures
		*F*_(1, 27)_ = 1.186; *P* level = 0.285	*F*_(1, 7)_ = 0.585; *P* level = 0.464	*F*_(1, 9)_ = 0.040; *P* level = 0.846
Training to platform location 2	Latency (s)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 0.724; *P* level = 0.012	*F*_(1, 7)_ = 10.808; *P* level = 0.009	*F*_(1, 9)_ = 0.671; *P* level = 0.434
	Swim speed (cm/s)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 1.180; *P* level = 0.286	*F*_(1, 7)_ = 0.099; *P* level = 0.761	*F*_(1, 9)_ = 0.061; *P* level = 0.809
Test 1	Time in target zone (%)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 0.666; *P* level = 0.422	*F*_(1, 7)_ = 0.259; *P* level = 0.626	*F*_(1, 9)_ = 0.812; *P* level = 0.391
Test 2	Test 2, time in target zone (%)	One-way ANOVA	One-way ANOVA	One-way ANOVA
		*F*_(1, 27)_ = 0.019; *P* level = 0.892	*F*_(1, 7)_ = 0.011; *P* level = 0.920	*F*_(1, 9)_ = 0.463; *P* level = 0.513

### Loss of TIF-IA enhances spatial learning and re-learning in morris water maze

In the visible platform test, all mice showed no motivational, visual, or motoric problems in reaching the platform. Both TIF-IA^CaMKCreERT2^ mutant and control mice found the visible platform in less than 15 s (Table 1). Spatial learning was assessed during the training phase by latency to reach the platform (Figure 7A) and swim speed (Table 1). While swim speed was similar between genotypes, we found differences in time to find the hidden platform. Five weeks after induction of TIF-IA mutation, we observed a better performance of TIF-IA^CaMKCreERT2^ in comparison to controls and to other time points (Figure 7B, Table 1). In the first day of training both mutant and control mice required similar time to find the platform. However, from the 2nd to 4th day of training, the TIF-IA^CaMKCreERT2^ mutant mice were able to reach the platform in less than 20 s, while the controls needed longer time. Also in re-learning task, the mutants found the platform in a new location (position 2) faster than control mice (Figure 7B). However, mutants tested 3 and 6 months after induction of the mutation, improved their time to find a platform similarly to controls. No differences were found in 1-day of reversal learning between TIF-IA^CaMKCreERT2^ mutant mice and controls 9 weeks after induction of the mutation. However, 6 months after tamoxifen, TIF-IA^CaMKCreERT2^ mutant mice showed worsened re-learning abilities in comparison to control mice (training 2, Figure 7A). In this case the mice experienced 1 day of re-training to learn a new platform position (position 2). TIF-IA^CaMKCreERT2^ mutant mice spent significantly longer time to find the platform new location than control mice (Figure 7B, Table 1).

**Figure 7:**
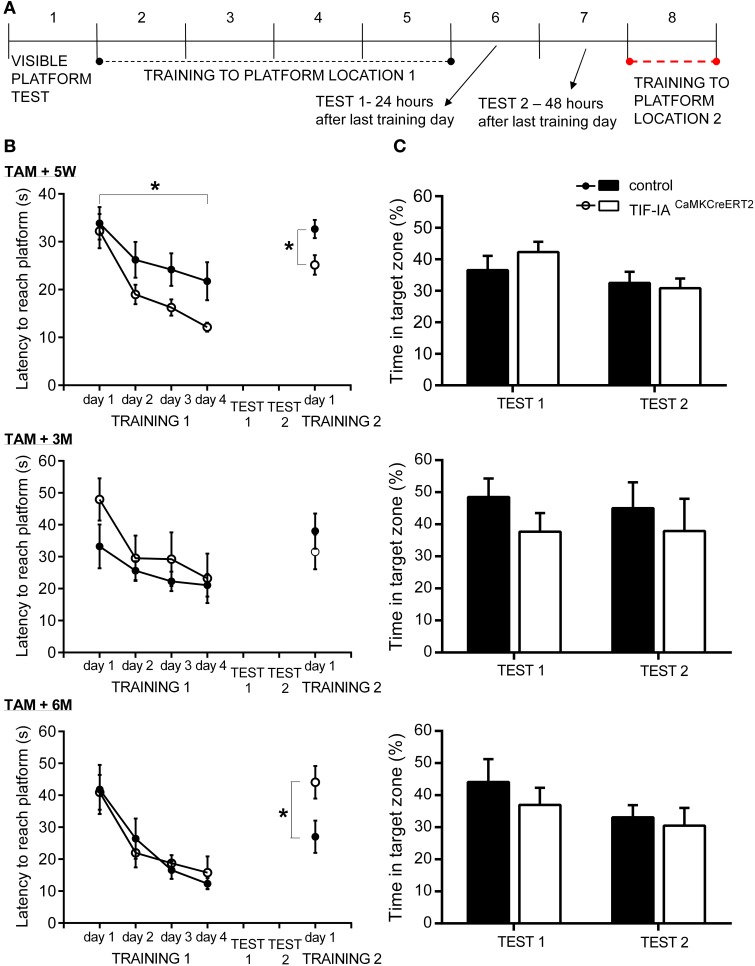
**TIF-IA^CaMKCreERT2^ mutant mice show enhanced learning. (A)** Morris water maze procedure. Trials order in subsequent days. **(B)** Spatial learning in Morris water maze 5 weeks, 3 and 6 months after tamoxifen. Time to find a hidden platform in 4-day learning and 1-day re-learning is shown. Enhanced learning abilities in mutant compared to control mice (*p* < 0.05) were observed 5 weeks after induction of mutation. Deterioration in 1-day re-learning task was found in mutants 6 months after tamoxifen. No differences in swim speed were found. **(C)** Spatial memory tests in Morris water maze 5 weeks, 3 and 6 months after tamoxifen. Relative time of swimming in target quadrant (%) is shown. Memory tests performed 24 h (Test 1) as well as 48 h (Test 2) after the last training day, showed memory for platform location in control and mutant mice tested in each time points after induction of mutation. Randomness level (25%) is indicated by dotted line. ^*^p < 0.05.

Spatial memory was evaluated in 2 probe trials (Figure 7A). The platform was removed and the time spent in different quadrants of the pool was measured. In the first probe trial (24 h after the last training day) both mutant and control mice showed memory of the platform position, as they selectively searched for a platform in the proper quadrant for longer than 25% (chance level) of total time swimming. 48 h after the last training day, in the second probe trial, all mice spent more than 25% of time in the proper quadrant (Figure 7C). No differences between genotypes were found in quadrant preferences at any time points after ablation of TIF-IA gene (Table 1).

Sexual dimorphism in spatial learning has been observed in several studies, in particular mouse males showed reduced latencies than females at the initial learning stages (Schmidt et al., 2009; Chow et al., 2013). To address this aspect in control and TIF-IA^CaMKCreERT2^ mutants we analyzed gender differences after tamoxifen treatment (Table 2). Despite some apparent trends in “Training to platform location 1,” based on Two-Way ANOVA we could not detect any significant differences between males and females; for example over 1–4 training days we observed the following: Latency (s): “genotype” *F*_(1, 27)_ = 4.602; *p* = 0.041, “sex” *F*_(1, 27)_ = 2.426; *p* = 0.130, “Interaction sex^*^genotype” *F*_(1, 27)_ = 2.115; *p* = 0.157.

**Table 2:** **Analysis of gender differences in control and TIF-IA^CaMKCreERT2^ 5 weeks after tamoxifen treatment**.

**Test**	**Parameter**	**5W after TAM Controls, n = 16: 8 females, 8 males Mutants: n = 15: 5 females, 10 males**	
Visible platform test	**Latency (s)**	**Average**	**SEM**
	Control females	14.09	3.53
	Control males	13.5	5
	Mutant females	12.81	6.49
	Mutant males	12.37	9.64
	**Swim speed (cm/s)**	**Average**	**SEM**
	Control females	19.9	1.09
	Control males	20.45	0.56
	Mutant females	20.88	0.95
	Mutant males	18.54	0.59
Training to platform location 1, day 4	**Latency (s)**	**Average**	**SEM**
	Control females	27.79	7.33
	Control males	15.74	2.06
	Mutant females	13.03	1.48
	Mutant males	11.72	1.21
	**Swim speed (cm/s)**	**Average**	**SEM**
	Control females	20.71	1.09
	Control males	21.25	0.56
	Mutant females	21.68	0.95
	Mutant males	19.34	0.59
Training to platform location 2	**Latency (s)**	**Average**	**SEM**
	Control females	29.3	1.08
	Control males	33.99	3.076
	Mutant females	22.57	3.60
	Mutant males	27.71	2.49
	**Swim speed (cm/s)**	**Average**	**SEM**
	Control females	20.30	0.88
	Control males	21.64	0.83
	Mutant females	21.66	1.15
	Mutant males	19.18	0.67
Test 1	**Time in target zone (%)**	**Average**	**SEM**
	Control females	28.73	6.15
	Control males	44.38	5.76
	Mutant females	36.83	7.55
	Mutant males	45.03	3.19
Test 2	**Time in target zone (%)**	**Average**	**SEM**
	Control females	32.81	6.13
	Control males	32.15	4.07
	Mutant females	30.99	6.40
	Mutant males	30.73	3.66

### Hippocampal neurons adopt early compensatory mechanisms in response to nucleolar stress

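Total RNA from hippocampal sections of 6 TIF-IA CaMKCreERT2 mutants and 5 controls was hybridised to Illumina mouse whole-genome BeadChips, on which the signal of a probe is the mean brightness of the beads that carry it. In the mutants, a Cre recombinase expressed under the Camk2a promoter and activated by tamoxifen removes a floxed exon of Rrn3, the gene of the RNA polymerase I initiation factor TIF-IA. The paper describes the controls as floxed mice without Cre and the sample labels as wild type; all received tamoxifen, and all tissue was taken 4 weeks later. RNA of 1 mutant was hybridised to 2 arrays, which correlated at r = 0.992 over the 20626 probes detected in at least 5 animals, against 0.964 to 0.982 for arrays of different animals of one genotype. These 2 arrays were averaged after normalization, so that 12 arrays gave 11 animals. The median signal per array lay between 83.1 and 108 (median 104 in the mutants and 94.0 in the controls), and 19193 to 21835 (median 20934) and 19621 to 21889 (median 20350) of the 45135 probes had a detection p-value under 0.01. The number of arrays limits the precision. The animals carry numbers in the 200s (3 mutants and 4 controls) or in the 300s (3 mutants and 1 control), and within-series values are given for Rrn3, Arsi and the gene groups that passed. The females' transcript Xist was high in 5 of the 6 mutants and in 4 of the 5 controls. From the deposited intensities, which the authors had neither background-corrected nor scaled, the background was corrected here by normexp, the arrays were quantile normalized, and log2 values were compared with limma as mutant minus control, without a filter on dim probes. The study states background subtraction, quantile normalization, log2 transformation and limma. Background correction widens the fold changes of dim probes, and of 34773 probes that the platform annotation pairs with 1 gene symbol only the named ones enter the gene groups. The 29 gene groups were listed before the data were examined, and 642 of their 726 entries have a named probe.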

To further investigate the early molecular alterations caused by inhibition of rRNA transcription, we analyzed changes in gene expression 1 month after tamoxifen injection in control and TIF-IA^CaMKCreERT2^ mutants (Figure 8). Gene expression profiling analysis showed moderate effects of the mutation on gene expression (36 transcripts differentially expressed at *p* < 0.001, as compared to the control group). 

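Arsi, which encodes a sulfatase, was the most strongly raised named transcript. Its log2 signal was 7.22 ± 0.49 (SD, n = 6) in the mutants and 4.75 ± 0.29 (SD, n = 5) in the controls, a log2 fold change of 2.47 (standard error 0.23, adjusted p = 0.0154 from limma), and every mutant lay above every control (exact two-sided permutation test, p = 0.00433, the smallest that 6 animals against 5 allow). The other probe of Arsi (ILMN_2852844) lay at the background level (log2 signal 4.39 in the mutants and 4.32 in the controls, detected in 1 of 6 and 0 of 5) and did not pass. Among the other raised transcripts were Ifi27l2a, an interferon-inducible gene (log2 fold change 0.80, standard error 0.15), the galectin gene Lgals4 (0.79, standard error 0.12), the secreted glycoprotein gene Ovgp1 (0.77, standard error 0.14), the splicing factor gene Scnm1 (0.67, standard error 0.12) and Gtf3a, a transcription factor for 5S rRNA genes (0.64, standard error 0.12). Smaller rises were those of the phosphatase gene Ppm1m (0.63), the snoRNA host gene Snhg16 (0.62), Smg8 of nonsense-mediated decay (0.57), the chaperone gene Clgn (0.50 at its dimmer probe), the mitochondrial rRNA methyltransferase gene Mrm1 (0.46) and Smn1 of snRNP assembly (0.25). The brightest probes of Gtf3a and Clgn gave 0.25 (standard error 0.13) and 0.27 (standard error 0.14) and did not pass, nor did those of Lgals4, Scnm1 and Ppm1m, all with the same sign. Lower in the mutants were Baiap2, a scaffold of the postsynaptic actin cytoskeleton (-0.55, standard error 0.10), the junctophilin gene Jph1 (-0.53, standard error 0.10), Wdr37 (-0.44, standard error 0.07, and -0.37 at its brightest probe, which did not pass), and single probes of the RNA-binding protein gene Hnrnpa0 (-0.68), of Swap70 (-0.48), of the synaptic adhesion gene Mdga2 (-0.41) and of Arfgap2 (-0.31), whose brightest probes gave 0.18, 0.23, -0.05 and 0.09. Tm4sf5 was not well above background in the controls and at least 1.41-fold higher in the mutants, while Slc26a10 was not well above background in the mutants and at least 1.23-fold lower there (bounds against each array's lowest detected signal). The same held for 1 probe of Setd7 (at least 1.20-fold lower), whose brightest probe gave -0.22 (standard error 0.16). When 1 animal was left out, the calls of Ppm1m, Snhg16, Smg8, Mrm1 and Smn1 were kept in only 1 to 4 of 11 fits and those of Hnrnpa0, Mdga2, Arfgap2 and Setd7 in 2 to 5, against 10 or 11 for the others but Arsi.
In all, 38 of 45135 probes passed the study's threshold of an unadjusted p under 0.001 in limma, 24 higher and 14 lower in the mutants, where 45.1 would pass with no effect, and only Arsi passed an adjusted p under 0.05. Of the 26 names that Fig. 8A gives in full, 20 matched a named probe, and 13 of these genes had a probe past the threshold, 9 of them at their brightest probe. Of the 13, 12 were above background in at least 1 genotype, all in the figure's direction. These genes were chosen by the study on the same samples.

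**Figure D1:**
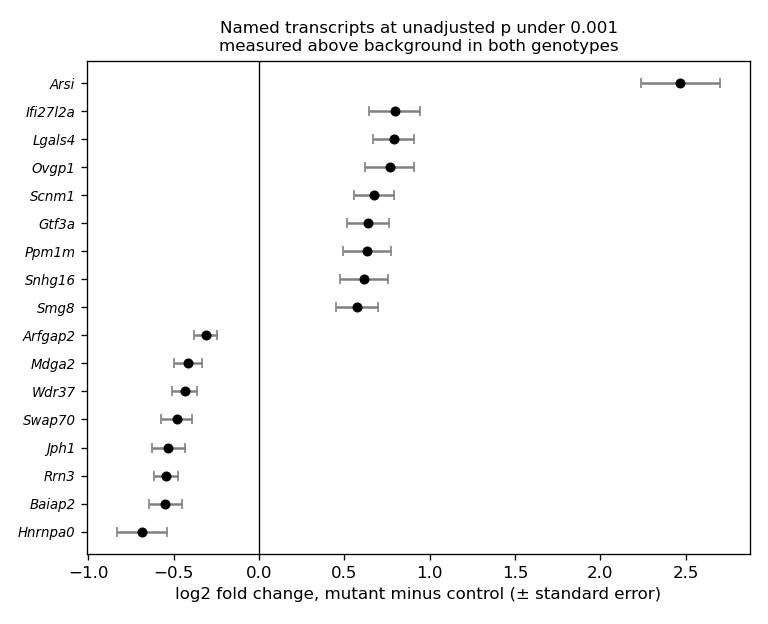
Log2 fold change of named transcripts (mutant minus control, horizontal axis) with the standard error as bars, for the largest named rises and falls measured in both genotypes, in 6 mutants and 5 controls. Of the 17 transcripts shown, 9 lie above 0 and 8 below, and Arsi at 2.47 stands apart from the others, which lie between -0.68 and 0.80.

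Among lists of markers of hippocampal fields, those of the dentate gyrus and CA1 were lower in the mutants in camera, a test of a group against all other genes. CA3 markers did not pass (adjusted p = 0.0622 from camera), but their median of -0.21, with 10 of 13 negative, was like that of CA1. The fields are therefore not shown to differ. All 12 dentate gyrus markers above background had a negative log2 fold change (median of the list -0.32, adjusted p = 0.00306, and adjusted p = 0.401 with an estimated correlation), with -1.12 (standard error 0.42) for Lct and -0.44 (standard error 0.23) for Maml2. Of 11 CA1 markers, 9 were negative (median -0.21, adjusted p = 0.0191, and adjusted p = 0.690 with an estimated correlation), with -0.91 (standard error 0.44) for Lefty1. Of 32 genes of long-term potentiation and the glutamate synapse, 25 were negative (median -0.14, adjusted p = 0.00336, and adjusted p = 0.401 with an estimated correlation), and Baiap2, which the study chose on these samples, was the only member past an unadjusted p under 0.001 and past an adjustment over the list alone. Markers of choroid plexus and ependyma, a tissue next to the hippocampus, were higher (all 15 above background positive, median of the list 0.71, adjusted p = 0.0249, and adjusted p = 0.852 with an estimated correlation), with 0.72 (standard error 0.58) for the growth factor binding protein gene Igfbp2 and 0.80 (standard error 0.63) for Igf2, and their mean over the list ranged from -1.46 to 1.69 among the mutants and from -1.27 to 1.52 among the controls. The list of 14 genes beside Camk2a passed in the positive direction (adjusted p = 0.0200, and adjusted p = 0.323 with an estimated correlation), but only 8 were positive, and the median of 0.04 lay far below the mean of 0.30, which Arsi raises; Arsi was the only member past the adjustment over the list alone. No member of the dentate gyrus, CA1 or choroid plexus lists passed an unadjusted p under 0.001 in limma or the adjustment over the list alone (0 of each), and 1, 1 and 0 members had an unadjusted p under 0.05.
The adjusted p of Arsi was 0.0537 with the authors' deposited values (log2 fold change 1.12) and 0.0674 with the animal number series as a block, and the call was also lost without background correction (1.14) and in 9 of 11 fits that left out 1 animal; within the 200s and 300s it was 2.34 (standard error 0.30) and 2.50. With that block only the dentate gyrus and choroid plexus calls were kept (adjusted p = 0.0203 and 0.000693), and the medians within the 200s and the 300s were -0.04 and -0.53 for the dentate gyrus, -0.08 and -0.43 for CA1, -0.05 and -0.20 for the synapse list, 1.24 and 0.78 for choroid plexus, and 0.14 and 0.02 for the list beside Camk2a. Those of the 300s rest on 1 control, against which the medians of thalamus, striatum and cortex markers (0.77) and of oligodendrocyte markers (0.61) were positive. Within the 200s these 2 medians were -0.36 and 0.02. When 1 animal was left out, the choroid plexus call was kept in only 4 of 11 fits (median 0.33 to 1.20), those of CA1, of the synapse list and of the list beside Camk2a in 9 each, and that of the dentate gyrus in 10.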

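Rrn3, the gene inactivated in the mutants, encodes TIF-IA, which recruits RNA polymerase I to the rRNA gene promoter. At its brighter probe (ILMN_2729771) the log2 signal was 7.84 ± 0.10 (SD, n = 6) in the mutants and 8.38 ± 0.11 (SD, n = 5) in the controls. It fell by 0.55 on the log2 scale (standard error 0.07), to 0.685 of the control signal, and each mutant lay below each control (exact two-sided permutation test, p = 0.00433). The fall passed the study's threshold, with an adjusted p of 0.152 in limma over all probes. Within the animals numbered in the 200s the log2 fold change was -0.49 (standard error 0.09, 3 mutants and 4 controls), and within the 300s -0.73 (standard error 0.11, 3 mutants and 1 control, which is assumed to vary like the mutants). The dimmer probe (ILMN_2460879) was not above background in either genotype.

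**Figure D2:**
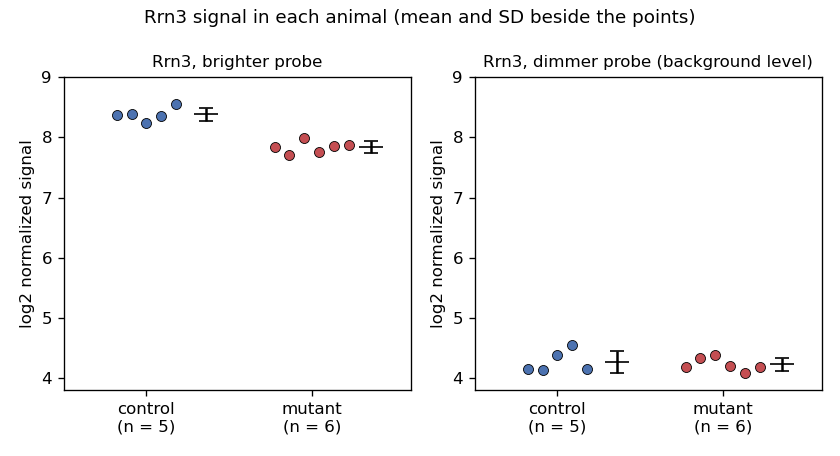
Log2 normalized signal of the 2 Rrn3 probes (vertical axes) in each control and mutant, with the mean and SD beside the points. At the brighter probe the mutants lie between 7.71 and 7.99, below all controls, which lie between 8.25 and 8.55, and the dimmer probe lies at the background level in both groups.

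Of 20 measured genes of the RNA polymerase I machinery, Rrn3 was the only one past an unadjusted p under 0.001 and the only one past an adjustment over the list alone, and the study itself names it on these samples. The group as a whole did not pass (median 0.03, adjusted p = 0.993 from camera). Among 30 genes of the nucleolus and of rRNA processing (median 0.04, adjusted p = 0.247), none passed either threshold in limma (0 of 30) and 2 had an unadjusted p under 0.05, with log2 fold changes of 0.36 (standard error 0.11) for the small-subunit processing factor Nop14 and 0.22 (standard error 0.10) for Tcof1, which encodes treacle. Nucleophosmin (Npm1) and nucleolin (Ncl) had 0.12 (standard error 0.17) and 0.00 (standard error 0.19). Of 49 ribosomal protein genes, 0 passed in limma at an unadjusted p under 0.05, under 0.001 or over the list alone (median -0.00, adjusted p = 0.879 from camera), with 0.14 (standard error 0.08) for Rps9 and 0.07 (standard error 0.10) for Rps6. Of 21 genes beside Rrn3 on its chromosome, only Rrn3 itself passed over the list alone (group adjusted p = 0.624). The sources used here do not give the position of the probes relative to the exon deleted by Cre, and a probe outside the deleted part does not check the deletion.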

Interestingly, among these transcripts we found a significant decrease in the TIF-IA/Rrn3 mRNA. In line with normal neuronal survival at this stage we did not detect any genes related to neuronal death, inflammation or gliosis (Figure 8A). Nevertheless, GSEA revealed similarities between mutation-induced changes in gene expression and some of the previously reported expression patterns elicited by cellular stress (Figure 8B). Additionally, enrichment in putative serum response factor (SRF) binding sites in the promoters of the genes with changed expression was observed, indicating potential adaptation in the mitogen-activated protein kinase cascade which could be regarded as a pro-survival response (Figure 8C).

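Of 24 genes of neuronal death and apoptosis above background, 13 had a positive and 11 a negative log2 fold change (25 listed genes with a named probe, median 0.00, adjusted p = 0.993 from camera). The DNA damage enzyme gene Parp1 had -0.24 (standard error 0.13), the initiator caspase gene Casp8 0.21 (standard error 0.11) and the death receptor gene Fas -0.31 (standard error 0.18). A dimmer probe of Fas, detected in fewer than 5 animals, had the opposite sign. Of 31 genes of inflammation, 12 were positive and 13 negative above background (median -0.00, mean 0.05 and a positive direction in the test, adjusted p = 0.879), and 6 were not above background in either genotype, among them the cytokine gene Il1a. Of 25 genes of gliosis above background, 17 were positive (27 with a named probe, median 0.07, adjusted p = 0.690), with 0.51 (standard error 0.29) for S100a10, and Hmox1, a heme-degrading enzyme of reactive glia, was not well above background in the controls. The gliosis median was 0.12 within the 200s (adjusted p = 0.0697) and -0.30 within the 300s, where the only control had the highest mean over the list of all 11 animals. No member of these 3 lists passed an unadjusted p under 0.001 in limma or an adjustment over the list alone (0 of each), and 0, 0 and 1 members had an unadjusted p under 0.05. Of 25 targets of p53, none passed (0 at an unadjusted p under 0.001 or over the list alone in limma, 2 at an unadjusted p under 0.05; median -0.06, adjusted p = 0.889). Among them Phlda3, an inhibitor of Akt, had a log2 fold change of 0.67 (standard error 0.19), with signals of 7.76 ± 0.43 (SD, n = 6) in the mutants and 7.09 ± 0.21 (SD, n = 5) in the controls (exact two-sided permutation test, p = 0.0130), and the growth arrest gene Gadd45a had 0.38 (standard error 0.18).

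**Figure D3:**
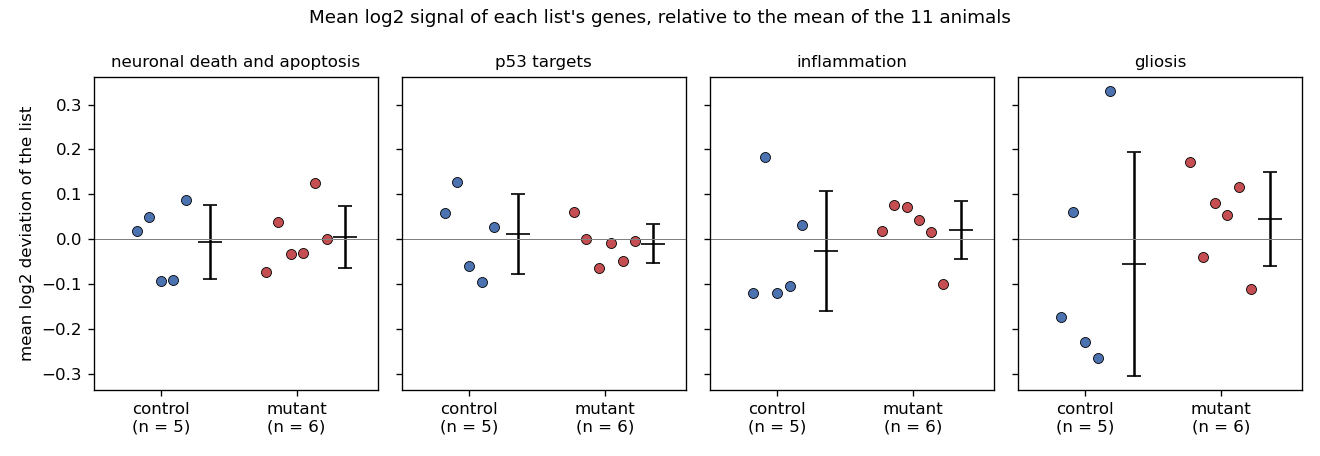
Mean log2 signal of the genes of each of 4 lists, relative to the mean of the 11 animals (vertical axis), in each control and mutant, with the mean and SD beside the points. The 2 genotypes overlap in every list, and the gliosis list spreads most, from -0.26 to 0.33.

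The mean over the list did not separate the genotypes for death (exact two-sided permutation test, p = 0.835) or gliosis (p = 0.385 from the same exact test), and the genotypes overlapped for inflammation as well. That exact test did not separate them for most called lists either, among them dentate gyrus markers (p = 0.0909) and the astrocyte markers that follow (p = 0.255). Markers of resting astrocytes were slightly lower in the mutants (15 of 17 above background negative, median of 18 genes -0.10, adjusted p = 0.0249 from camera, and adjusted p = 0.690 with an estimated correlation), with -0.19 (standard error 0.10) for Aldh1l1 and -0.17 (standard error 0.09) for Aldoc; 0 of the 18 had an unadjusted p under 0.05 in limma or passed over the list alone. The astrocyte call was kept in only 7 of 11 fits that left out 1 animal (median -0.14 to -0.03), its median was -0.02 within the 200s and -0.17 against the only control of the 300s, and the mean over the list was lowest in mutant 6 (-0.33) but lay at 0.06 to 0.08 in mutants 2, 3 and 4, against a control mean of 0.05. Microglia markers did not pass (11 of 16 negative, median -0.05, adjusted p = 0.151), with -0.93 (standard error 0.45) for the purinergic receptor gene P2ry12, and the median was -0.34 against the only control of the 300s. Of the 30 genes listed for neuronal death, 5 have no probe named in the platform annotation, and neither has Trp53; they were not analysed here.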

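Of the 15 genes in the heat map of Fig. 8B, 13 matched a named probe. At the probe with the smallest p, 9 were above background, and 4 of them had a positive and 5 a negative log2 fold change. Higher values were 0.16 (standard error 0.09) for the calcium-binding protein gene Calu and 0.22 (standard error 0.14) for the elongin gene Eloa, and lower ones -0.27 (standard error 0.13) for the potassium channel gene Kcnn1, -0.19 (standard error 0.10) for Fkbp1a and -0.38 (standard error 0.27) for Lbh. The brightest probes of Calu and Lbh gave 0.03 (standard error 0.07) and -0.23 (standard error 0.25). None passed the study's threshold for single transcripts in limma (0 at an unadjusted p under 0.001, 1 at an unadjusted p under 0.05, Kpna2, which was not above background in either genotype). These genes were picked by the study from the same samples, and the gene set behind the enrichment was not analysed here.
Genes of stress responses listed before the data were examined gave single members with larger values and no list that passed. Among 29 genes of the unfolded protein and heat shock response (median 0.01, mean -0.04 and a negative direction in the test, adjusted p = 0.879 from camera, 0 past an unadjusted p under 0.001 or over the list alone in limma, 1 higher and 2 lower at an unadjusted p under 0.05), Ddit3, the proapoptotic factor CHOP of prolonged stress, had 0.48 (standard error 0.13) and 0.39 (standard error 0.12) at 2 probes (exact two-sided permutation tests, p = 0.0130 and 0.0260). The stress sensor gene Atf6 had -0.66 (standard error 0.19, exact permutation p = 0.0173) and the disulfide isomerase gene Pdia4 -0.37 (standard error 0.11, exact permutation p = 0.0173). Among 21 genes of the oxidative stress response (median 0.01, adjusted p = 0.889, 0 past either threshold in limma, 1 higher and 1 lower at an unadjusted p under 0.05), Gclc of glutathione synthesis had -0.36 (standard error 0.14) and the lipid peroxidase gene Gpx4 0.15 (standard error 0.08).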

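Of the 5 genes that Fig. 8C lists with SRF sites, 4 matched a named probe. The galectin gene Lgals4 and the splicing factor gene Scnm1 rose past an unadjusted p under 0.001, though the brightest probe of Lgals4 gave 0.30 (standard error 0.20) and the other probes of Scnm1 gave 0.47 (standard error 0.16) and 0.31 (standard error 0.12). The potassium channel gene Kcnc1 had 10.35 ± 0.10 (SD, n = 6) in the mutants and 10.60 ± 0.08 (SD, n = 5) in the controls, a log2 fold change of -0.25 (standard error 0.06), and the genotypes did not overlap (exact two-sided permutation test, p = 0.00433), but it did not reach that threshold. The brightest probe of the natriuretic peptide receptor gene Npr3 gave 0.02 (standard error 0.26). These genes were chosen by the study on the same samples.
Known SRF targets and immediate early genes, listed before the data were examined, did not pass as a group (13 of 32 above background positive, median of 33 genes -0.02, adjusted p = 0.624 from camera), and 0 passed an unadjusted p under 0.001 or over the list alone in limma, with 2 at an unadjusted p under 0.05. The gene Srf itself had -0.25 (standard error 0.12), the 5 detected probes of the actin gene Actb went both ways (0.16 with a standard error of 0.07 at the brightest, -0.32 to 0.93 over all), and the matrix protein gene Ccn1 was not well above background in the mutants. Of 24 genes of the MAPK cascade above background, 14 were negative (26 with a named probe, median -0.03, adjusted p = 0.247); 0 passed either threshold in limma and 3 had an unadjusted p under 0.05, which were the MEK gene Map2k1 with -0.43 (standard error 0.16, exact permutation p = 0.00866), the MAPK-interacting kinase gene Mknk2 with -0.32 (standard error 0.11, exact permutation p = 0.0216) and the pathway inhibitor gene Spry4 with 0.46 (standard error 0.19, exact permutation p = 0.0519). The scan of promoters for SRF sites was not repeated here. From the SRF sites found in promoters of the genes with changed expression, the paper proposes an adaptation in the MAPK cascade that it regards as a possible pro-survival response.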

**Figure 8:**
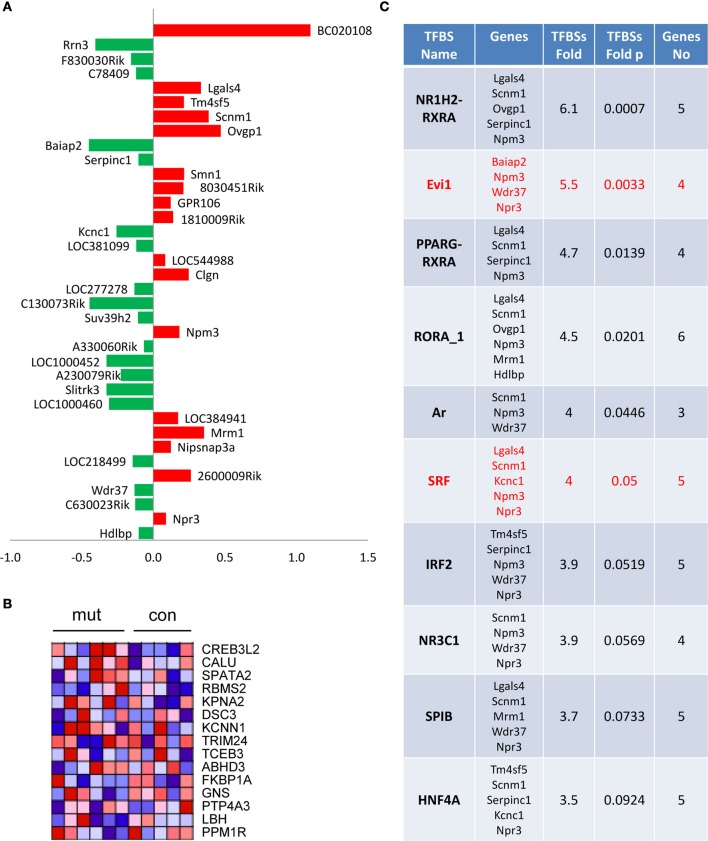
**Moderate effects on gene expression in TIF-IA^CaMKCreERT2^ mutant mice**. One month after tamoxifen treatment. **(A)** Identification of 36 transcripts at unadjusted *p* < 0.001 and their fold change vs. control group; **(B)** Heat map visualization of gene set enrichment analysis (GSEA) reveals changes in genes associated with vincristine resistance; **(C)** Identification of enriched putative transcription factor binding sites performed using cREMaG database.

### Hippocampal neurons respond to nucleolar stress by activation of the mTOR signaling

Because we have recently reported that loss of TIF-IA leads to downregulation of mTOR activity and neurodegeneration of dopaminergic neurons (Rieker et al., 2011), we have analyzed mTOR activity in CA1 and DG of TIF-IA^CaMKCreERT2^ mutants and controls 1 and 8 months after tamoxifen to establish how this pathway responds to nucleolar stress in hippocampal neurons. Phosphorylation of the ribosomal S6 protein is a well-known marker of mTOR activation. Therefore, we have performed immunohistochemistry with NeuN and pS6 specific antibodies and counted the number of NeuN positive cells also labeled by phosphoS6 (Figure 9). In contrast to dopaminergic neurons lacking TIF-IA, mTOR activity was not down-regulated at any stages in hippocampal neurons, and it rather appeared up-regulated in TIF-IA^CaMKCreERT2^ mutants (Figure 9B). This analysis suggests that increased levels of pS6 and mTOR activity may be a compensatory response to nucleolar stress in hippocampal neurons.

**Figure 9:**
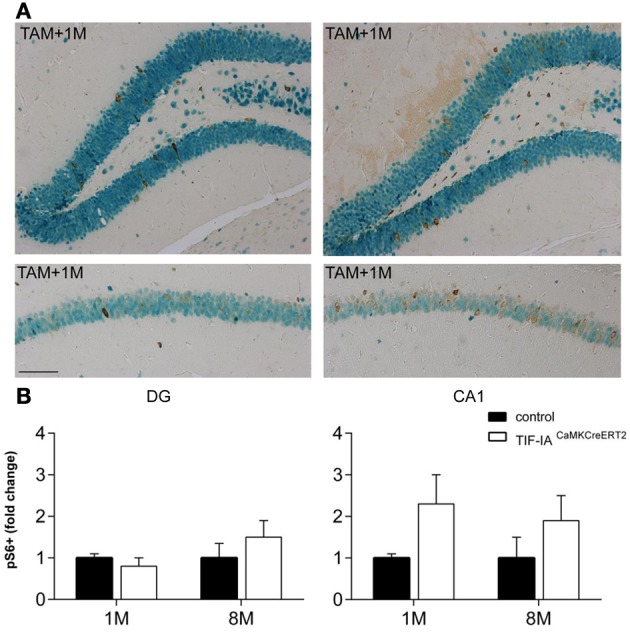
**mTOR signaling is active in control and TIF-IA^CaMKCreERT2^ mutant mice. (A)** Representative images of the immunostaining with phospho-S6 (brown) and NeuN (green) antibodies in DG and CA1 on paraffin sections of control and TIF-IA^CaMKCreERT2^ mutant mice 1 month after tamoxifen. **(B)** Quantification of phospho-S6 positive neurons 1 and 8 months after tamoxifen in DG (left panel) and CA1 (right pane); *n* = 5. Scale bar: 120 μm.

### Neurogenesis increases in TIF-IA^CaMKCreERT2^ mutants

Adult neurogenesis in the SGZ of the hippocampus occurs in response to environmental changes and during disease progression (Lledo et al., 2006). As nucleolar stress in the TIF-IA^CaMKCreERT2^ mutants does not lead to complete loss of hippocampal neurons or of their function (Figures 2, 7), we analyzed neurogenesis in the hippocampus of controls and TIF-IA^CaMKCreERT2^ mutants at different stages after tamoxifen. By immunohistochemistry based on the proliferation marker Ki67 we detected increased proliferating cells in the DG of TIF-IA^CaMKCreERT2^ mutants 2.5–3 months after tamoxifen (Figures 10A,D). In this set of mice DG area was not significantly different in the mutants 1 month after tamoxifen (89% of controls, *p* = 0.3) and it was reduced 3 months after tamoxifen (80% of controls, *p* = 0.0006). We showed increased proliferating cells also by normalization of the Ki67 labeled cells to the DG area of the respective section (mm^2^) (control 1 M: 88.5 ± 5.3; mutant 1 M: 144 ± 21, *p* = 0.06 and control 3 M: 98.7 ± 15; mutant 3 M: 311.9 ± 44, *p* = 0.01). This increase was confirmed by the higher number of bromodeoxyuridine (BrdU) positive cells in TIF-IA^CaMKCreERT2^ mutants at the same stage (Figure 10D). Increased neurogenesis was supported by the significantly higher number of doublecortin positive cells, a marker of immature neurons in TIF-IA^CaMKCreERT2^ mutants (Figures 10B,D).

**Figure 10:**
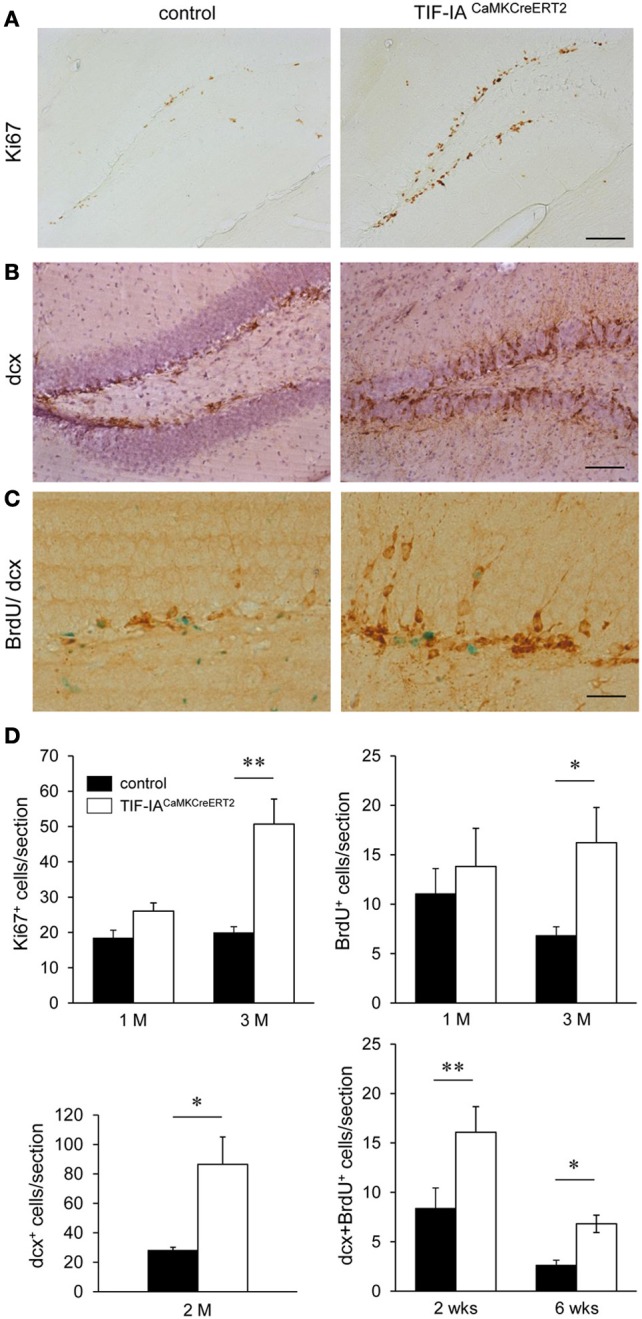
**Increased neurogenesis in TIF-IA^CaMKCreERT2^ mutant mice. (A)** Analysis of Ki67 positive cells in the DG 3 months after tamoxifen in controls and TIF-IA^CaMKCreERT2^ mutants. **(B)** Representative images of doublecortin positive cells in the DG 3 months after tamoxifen. Hematoxylin counterstaining has been used to visualize the nuclei. **(C)** Control and mutant mice were injected for 5 days with BrdU 2.5 months after tamoxifen. Doublecortin (dcx) positive (brown) BrdU retaining (green) cells were counted 2 and 6 weeks after BrdU injections. **(D)** Quantification of Ki67 positive, and BrdU positive cells (2 h after single BrdU injection) 1 and 3 months after tamoxifen (upper panels). Quantification of the increased dcx positive cells shows significant increase 2 months after tamoxifen. Quantification of doublecortin positive cells retaining BrdU staining 2 and 6 weeks after BrdU injections shows significant increase in the TIF-IA^CaMKCreERT2^ mutant mice (lower panels); *n* = 5–6. Scale bars: **(A,B)** 120 μm; **(C)** 60 μm. ^*^p < 0.05; ^**^p < 0.01.

In adult mice the maturation of newly generated hippocampal neurons in the DG is complete by 4 months of age (van Praag et al., 2002; Laplagne et al., 2006); nevertheless neuronal properties emerge between 4 and 8 weeks. To establish whether increased BrdU labeling reflects increased neurogenesis we analyzed the number of doublecortin positive cells retaining BrdU staining 2 and 6 weeks after labeling. The increased number of double positive cells in the TIF-IA^CaMKCreERT2^ mutants (Figures 10C,D) indicated higher generation of immature neurons. We showed similar results by normalization of the labeled cells to the DG area of the respective section (mm^2^) (control 2 weeks: 43.5 ± 7.5; mutant 2 weeks: 104 ± 8, *p* = 0.001 and control 6 weeks: 13.7 ± 2.3; mutant 6 weeks: 40.3 ± 5.7, *p* = 0.01).

## Discussion

Inhibition of rRNA synthesis and nucleolar morphology is associated with aging and several neurological and psychiatric disorders linked to altered protein synthesis including neurodegenerative diseases, autism spectrum disorders (ASD), and depression (Hetman and Pietrzak, 2012; Parlato and Kreiner, 2013). In this study we showed that hippocampal neurons adopt a variety of cellular and molecular strategies to preserve their function in response to inhibition of rRNA transcription and nucleolar stress. These adaptive mechanisms include increased neurogenesis in the DG, early activation of neuroprotective pathways and late recovery of rRNA transcription.

The TIF-IA^CaMKCreERT2^ mutants represent a unique model to investigate the effects of perturbed nucleolar activity on protein translation and synaptic transmission at different stages. We identified three major stages: an initial phase characterized by pre-rRNA transcription inhibition and incipient nucleolar stress, reduced LTP but no effects on neuronal survival and improved learning performance (1 month after tamoxifen), a second phase characterized by nucleolar stress linked to a peak of neurodegeneration and neurogenesis (3 months after tamoxifen), and a third phase in which nucleolar function and integrity is restored and neurodegeneration is halted (5–8 months after tamoxifen).

In particular, concomitant with the first phase we observed shorter escape latencies in TIF-IA^CaMKCreERT2^ mutants than controls during acquisition and reversal of Morris water maze. At the same stage the mutants also showed enhanced (re-)learning abilities in spatial tasks. However, in the probe tests TIF-IA^CaMKCreERT2^ mice performed as well as controls. Interestingly, improved learning performance was not correlated with enhanced synaptic plasticity, as LTP was decreased compared to the control group indicating that TIF-IA may play a role in the establishment of LTP. Although LTP is a cellular mechanism of the learning process and its enhancement in general accompanies learning, some exceptions have been reported in line with our results. A similar phenomenon to that observed in TIF-IA^CaMKCreERT2^ mice was for example documented in the GluR1 knock-out mice. In this model LTP was absent at the synapses formed between CA3-CA1, whereas spatial learning tested in the Morris water maze was not affected (Zamanillo et al., 1999; Reisel et al., 2002; Sanderson et al., 2008). In TIF-IA^CaMKCreERT2^ model the molecular basis of this dissociation between LTP and improved learning requires further investigation.

Enhanced adult hippocampal neurogenesis could account for the learning and memory similarities between controls and mutant mice observed in the second phase. It has been previously shown that neurogenesis and learning of water maze task are correlated (Kempermann and Gage, 2002). New neurons in adult hippocampus may provide better flexibility for the acquisition of spatial platform position and for learning a changed platform position (reversal) (Garthe et al., 2009). This flexibility, however, was not sustained over time, as TIF-IA^CaMKCreERT2^ mice 6 months after tamoxifen show deterioration of reversal learning.

In addition the TIF-IA^CaMKCreERT2^ mutants allow to explore how newly generated neurons adapt to the local environment. In other mouse models of hippocampal neurodegeneration such as the conditional mutant mice lacking the pro-survival transcription factors CREB (cAMP-responsive element binding protein) and CREM (cAMP-responsive element modulator) in the postnatal forebrain (Mantamadiotis et al., 2002), hippocampal neurons undergo massive neurodegeneration, despite increased neurogenesis in the DG (Luzzati et al., 2011). In fact, the newly generated neurons are also affected by the constitutive loss of CREB upon expression of the Cre recombinase leading to their death. The TIF-IA^CaMKCreERT2^ mutants are inducible upon injection of tamoxifen; therefore the newly generated neurons do not carry the TIF-IA mutation and are provided with an intact RNA polymerase I transcription apparatus. Certainly it is puzzling how neurons can initially survive and function without pre-rRNA synthesis and how pre-rRNA synthesis is restored. Although further studies are required to establish whether increased neurogenesis accounts for keeping intact spatial learning and memory in TIF-IA^CaMKCreERT2^ mutants and nucleolar function, other scenarios should be envisaged.

An intriguing hypothesis is that ribosomes are transported at the degenerating synapses by either other neurons or glial cells. This mechanism has been recently described between Schwann cells and regenerating axons, suggesting a potential compensatory mechanism in response to rRNA synthesis perturbation (Court et al., 2008, 2011).

Another explanation of the confined nucleolar effects on neuronal survival and function in the hippocampus could be that the DG is a region with low activity in which only a low proportion of neurons are active. On the contrary immature neurons in adult hippocampus show increased activity and high excitability as during development (Piatti et al., 2013). Thus, the combination of these two factors could account for hippocampal adaptation.

Concomitantly, loss of TIF-IA could be compensated by the induction of a transcription factor playing a similar role in the regulation of RNA Pol I activity and/or mechanisms altering the turn-over of ribosomes and pre-rRNA processing could participate to the maintenance of protein synthesis (Granneman and Baserga, 2005; Kopp et al., 2007). A possible candidate is the NPM/B23 itself; in response to inhibition of RNA polymerase I activity NPM/B23 has been reported to complex with the mRNA-binding proteins hnRNPU and hnRNPA1 in the cytoplasm influencing rRNA processing and sustaining cell survival (Yao et al., 2010). Moreover NPM/B23 may regulate rRNA transcription by its association with the rDNA promoter and function as a histone chaperone (Murano et al., 2008). Decreased level of NPM protein independently of mRNA differences has been reported as a consequence of kainic-acid induced excitoxicity in hippocampal CA1 and NPM/B23 overexpression is neuroprotective against this insult, suggesting an important function in survival of hippocampal neurons (Marquez-Lona et al., 2012). We cannot exclude that reduced NPM/B23 is accompanied by reduced protein expression in the nucleoli in TIF-IA^CaMKCreERT2^ mutants.

Interestingly, nucleolar hypertrophy is linked to neuronal resistance to neurotoxic β-amyloid deposits and Aβ plaques in the CA1 of asymptomatic AD subjects; on the contrary in AD there is a significant atrophy of the nucleoli in the CA1 (Iacono et al., 2008). These examples indicate multiple mechanisms sustaining nucleolar activity in hippocampal neurons under stress that require further investigation.

At the intracellular level, the upregulation of the MAPK and mTOR pathways might limit the effects of disrupted rRNA transcription steering the response toward maintenance of functional protein synthesis and neuronal survival and activity (Mendoza et al., 2011). Because here we monitor S6 phosphorylation at Ser235/236 that are target sites common to RSK and S6K, we cannot exclude that upregulation of Ras-ERK pathway promotes the compensatory response, as also suggested by the gene expression profiling analysis. Upstream regulators of mTOR include growth factors, nutrients, energy and stress and a wired network involving PI3K/Akt and Ras/ERK to control translation, ribosome biogenesis, autophagy, transcription, and metabolism (Wullschleger et al., 2006). The molecular basis of enhanced mTOR and/or ERK activity in TIF-IA^CaMKCreERT2^ mice remains as of yet unknown. Nevertheless, enhanced mTOR activity is common to ASD (Kelleher and Bear, 2008). Interestingly, genetically increasing the levels of eukaryotic translation initiation factor 4E (eIF4E) in mice results in exaggerated cap-dependent translation and behaviors reminiscent of autism (Santini et al., 2013). Future research should address how nucleolar activity is regulated in the pathophysiology of ASD and other brain disorders in which global or local protein synthesis is up-regulated.

Certainly, the mechanisms enabling neurons to survive despite inhibition of pre-rRNA synthesis will help to better understand neuronal stress response and defense strategies. Notably, although TIF-IA deficient dopaminergic and dopaminoceptive neurons undergo virtually complete loss, these neurons still survive several months without pre-rRNA synthesis, despite a strong nucleolar stress response triggering high level of p53 (Rieker et al., 2011; Kreiner et al., 2013). Nucleolar stress in dopaminoceptive neurons leads for example to autophagy mediated by p53-mediated mTOR inhibition, extending neuronal survival (Kreiner et al., 2013).

In conclusion, our data reveal an intricate series of events potentially relevant for therapeutic applications in neurological and psychiatric disorders related to disturbances of the hippocampal translational machinery.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

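Hippocampal RNA of 6 TIF-IA CaMKCreERT2 mutants and 5 control littermates, taken 4 weeks after tamoxifen, was profiled by the authors on Illumina mouse whole-genome BeadChips. The authors deposited for each of 12 arrays an intensity per probe, the mean brightness of its beads on a linear scale with no background subtracted and no scaling between arrays, and beside it a detection p-value, whose method the sources used here do not give. They also deposited processed values of the same arrays on the log2 scale. The methods state quality control with the BeadArray package, background subtraction, quantile normalization, log2 transformation and limma, and the submitters' processing notes name limma; versions are not given in the sources used here. The deposited log2 values have medians of 6.60 to 6.64 and minima of 6.15 to 6.21 per array, which is the level of uncorrected signals, and their rank correlation with the same array's intensities is at least 0.9996, so that their direction and probe names are settled while the form of background subtraction in them stays unknown. They were used as an alternative.

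The table of intensities holds 46089 lines, of which 954 carry no probe name and were taken as control beads. The remaining 45135 probes were all tested. The platform annotation pairs 34773 of them with 1 gene symbol, 18 with several and 10344 with none, and no gene was named from the last 2 classes; 34695 of the named probes matched the RefSeq gene table, no symbol needed updating (0), and the names cover 19031 genes. A gene without a named probe is unnamed here and not without a probe.

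In R 4.3.3 with limma 3.58.1, the background was corrected by normexp with the detection p-values (neqc, offset 16), arrays were quantile normalized and values taken as log2. The 2 arrays of mutant 6 were averaged. Each probe was fitted with lmFit and eBayes as mutant minus control over the 11 animals (prior degrees of freedom 2.12), with Benjamini-Hochberg adjustment over all probes. The study's threshold of an unadjusted p under 0.001 and an adjusted p under 0.05 were counted. For single genes an exact two-sided permutation test over all 462 splits of the 11 animals was added; its smallest p is 0.00433. Standard deviations are between animals, and the SD between the 2 arrays of 1 animal was 0.20 (log2) against a median of 0.28 between animals. A probe with no animal of a group at a detection p-value under 0.01 was taken as not well above background there, and its fold is a bound, the mean of the brighter group against the mean over arrays of the higher of the lowest detected signal and the probe's own. A probe in this state in both groups is given no fold.

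The 29 gene lists were tested with camera on the brightest probe of each gene, with a preset correlation of 0.01 and adjustment over the lists; of the 6 calls, 0 held with an estimated correlation (8 lists at an unadjusted p under 0.05 with the preset and 3 with the estimated correlation), and fry, which tests whether the genes of a list move one way, called 1, the genes beside Camk2a. Lists covered neuronal death, p53 targets, inflammation, gliosis, stress responses, SRF targets, the MAPK cascade, mTOR signaling, rRNA synthesis, ribosomal proteins, synapse and channel genes, neurogenesis, markers of hippocampal fields, of other cell types and of neighbouring tissue, sex-linked genes, and the genes beside Camk2a and beside Rrn3. Genes named in the text are those the study names for this experiment, every transcript at an adjusted p under 0.05, the 10 largest rises and the 10 largest falls with a name among transcripts at an unadjusted p under 0.001, from each list every member at that p or else the 3 with the smallest p, and 8 genes or gene products that the study measured by other assays. Fig. 8A, 8B and 8C were read from pictures, so their genes were only tallied; 10 of the 36 names in Fig. 8A are shortened in the picture and were not matched, and where a gene has several probes the one with the smallest p was tallied.

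The steps were tested on simulated signals drawn around the real probe means and array backgrounds, with the spread between animals capped for detected probes and set small for the others, in which 67 probes were changed at each of 3 sizes. Changes of 0.5, 1 and 2 (log2) passed an unadjusted p under 0.001 in 35.8%, 88.1% and 98.5% of cases and an adjusted p under 0.05 in 17.9%, 71.6% and 97.0%, and of 44934 unchanged probes 41 passed the first and 5 the second. In separate simulated normal values, drawn without correlation between genes, a list shifted by 0.15 was called and 0 of 28 others were in camera. In the real data the estimated correlations of the called lists ran from -0.02 (genes beside Camk2a) to 0.65 (choroid plexus and ependyma). The simulation therefore does not test the preset correlation for such lists.

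Alternatives fixed before the data were examined were the deposited log2 values, no background correction, cyclic loess, a filter to the 20626 probes detected in at least 5 animals, either array of mutant 6 alone, the replicate number or the number series as a block, a sex-linked covariate, trended and robust variances, array weights, leaving out each animal, and for counts and lists another choice of probe, an estimated correlation, and lists without the study's genes. An alternative with the score of thalamus, striatum and cortex markers as a covariate was added after the data were seen. No per-sample column was left unused (0). Figures were drawn with matplotlib 3.10.9. The gene sets and promoter scans of the study were not analysed here.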

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

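The covariate for neighbouring tissue was chosen only after its scores in each animal were seen, the spread of the ratio below after that ratio, and the count of lists in other splits after the list results; the fits without 1 animal and with the series block were set before the data were examined.

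Each of 128 groups of animals (named genes and list scores) was searched for 1 animal far from the rest of its group, and 7 were found, where chance alone gives 6.4, about 1 in 20. Slc26a10 stood at 4.56 (log2) in mutant 4, above the other mutants, and at 4.55 in control 2, below the other controls. The probe of Mdga2 stood at 6.56 in control 5, below the other controls. Mean list scores stood apart for CA3 markers in mutant 1 (0.51, higher), for blood markers in control 1 (0.40, higher), for inflammation in mutant 6 (-0.10, lower) and for ribosomal proteins in mutant 5 (0.14, higher).

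Signals appeared in 6 lists that the paper does not report as groups, though Fig. 8A draws 1 member each of the synapse list (Baiap2) and of the list beside Camk2a (Arsi). Their median log2 fold changes were -0.32 for dentate gyrus, -0.21 for CA1, -0.10 for astrocytes, -0.14 for long-term potentiation and the glutamate synapse, 0.71 for choroid plexus and ependyma and 0.0351 for the genes beside Camk2a. Of 100 splits of the 11 animals into groups of 6 and 5, 22 gave at least 6 called lists, with 11 the highest of the others, so chance cannot be excluded for this number.

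Lower dentate gyrus and higher choroid plexus markers could come from how single hippocampi were sectioned. A difference between the genotypes in these cells, which the design allows, was not tested with these arrays. By histology at this time point, the paper found no significant difference in dentate gyrus area, which does not measure these transcripts. Without mutant 4 the adjusted p of the choroid plexus list is 0.342 (median 0.37 against 0.71), so the tissue of single animals stays open for it. The dentate gyrus median keeps its sign in all 11 fits (-0.45 to -0.22) and the call in 10. The call is lost without control 2 (adjusted p = 0.138, median -0.22), so the tissue of a single animal stays open for this list as well. With the number series as a block the smaller ratio of the medians is 0.566 (dentate gyrus, with 1.57 for choroid plexus). It lies above a halving by less than its bootstrap SD of 0.325, which resamples the genes of the list and not the animals. With 1 control in the 300s a difference between the series therefore cannot be told apart from genotype. With the score of thalamus, striatum and cortex markers as a covariate both calls are kept and the smaller ratio is 0.959, but the score hardly differs between the genotypes over all animals (exact permutation p = 0.961), so the covariate could not have moved the medians and neighbouring tissue stays open, as does choroid plexus left on single hippocampi, which was not tested.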

How the results depend on the processing

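The covariate for neighbouring tissue was chosen after the data were seen, all other settings before. Rrn3 stayed lower and past an unadjusted p under 0.001 in all 23 alternatives (log2 fold change -0.58 to -0.42, adjusted p = 0.0537 to 0.995; -0.58 to -0.50 when each animal was left out). Arsi stayed higher in all 23 (adjusted p = 3.07e-05 to 0.101), but missed the adjusted threshold with the authors' deposited values (1.12, and 0 transcripts in all at an adjusted p under 0.05), without background correction (1.14 and 0) and with the number series as a block (2.39 and 0); the cause was not tested. Leaving out each animal gave 2.34 to 2.63 for Arsi and 0 to 1 transcripts, the call being kept only without mutant 3 or mutant 4. The count of 38 transcripts was 11 among probes detected in at least 5 animals and 14 with the brightest probe of each gene and 12 with trended and robust variances, though 29 of the 38 are detected in that many animals; the cause was not tested; elsewhere it was 29 to 51, 30 with the deposited values (20 shared with the 38), and 31 to 51 when each animal was left out. The 6 called lists became 2 with the number series as a block, 1 with the mean of all probes and 0 with an estimated correlation; leaving out animals gave 1 to 10, with 3 without mutant 4, 1 without control 2 and 10 without control 4. The 13 genes of Fig. 8A became 6 among detected probes and 7 with trended and robust variances, and 10 to 13 when animals were left out; those of Fig. 8B stayed at 0, and the SRF genes of Fig. 8C were 1 with the replicate block and 2 to 3 in the other settings. The lists for death, inflammation, gliosis, both stress responses, SRF targets and the MAPK cascade passed in none of the 26 alternatives. Of the other lists not called, CA3 markers passed in 7 of 26 alternatives, oligodendrocyte markers in 4, microglia markers in 2, and neurogenesis and the thalamus, striatum and cortex markers in 1 each; directions of uncalled lists were not read. No called result changed direction. Of 118 named genes other than Rrn3 and Arsi, 22 were called, 4 of them in every setting, and 7 others in at least 1.

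Replicate numbers were not taken to pair the animals, as the sources used here name no pairing and not every pair moved together: deviations of same-numbered animals correlated at 0.26, 0.56 and 0.54 in 3 pairs and at -0.05 in the 2 others. Of 5 mutants, 3 correlated best with their own number. The pair at 0.56, however, joins mutant 4 of the 300s with control 4 of the 200s. These animals have the highest mean scores of thalamus, striatum and cortex markers (0.77 and 1.13). The correlations therefore do not show a shared origin, which stays possible for some pairs. With the replicate block, which leaves out mutant 6, the count was 39 (13 shared with the 38), Arsi 2.46, Rrn3 -0.55, 4 lists, 7 genes of Fig. 8A, 1 SRF gene and 0 genes of Fig. 8B.

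A random effect for the animal was not run, since the model could not be fitted with 1 animal on 2 arrays, nor was a chip block, as the chip is not named in the sources used here. Signal over background limits what can be seen: 20626 of 45135 probes were detected in at least 5 animals, and 3 of the 38 transcripts lay below background in both genotypes.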

Differences from the paper's values

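The comparison used, for each gene, the probe with the smallest p, a rule chosen for this comparison; all alternatives named below were set before the data were examined. At the paper's threshold of an unadjusted p under 0.001 the count here, 38, differs from the paper's 36 by less than 1.5 times. For 15 genes a value could be set beside a bar of Fig. 8A, all with the same sign. Of the 13 fold changes among them, 8 differ by more than the SD between animals within the genotypes, and the bounds for Slc26a10 and Tm4sf5 are not over 1.5 times the paper's fold. Arsi, drawn as BC020108, has 2.47 here against about 1.1 in Fig. 8A, read by eye. Likewise read by eye, the paper's values in Fig. 8A are about 0.33 for Lgals4 (0.79 here), about 0.39 for Scnm1 (0.67), about 0.47 for Ovgp1 (0.77), about 0.25 for Clgn (0.50), about -0.41 for Rrn3 (-0.55), about -0.13 for Wdr37 (-0.44) and about -0.10 for Hdlbp (-0.28). With the authors' deposited values, and also without background correction, none of these 8 differs (0 of the 15 with the deposited values). Rrn3 also does not differ with array A of mutant 6 alone, nor does Ovgp1 without mutant 2, control 3 or control 5. In all other alternatives, of 23 run for each gene, the 8 values differ.

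Of 20 matched genes that Fig. 8A draws as past the threshold, 13 pass here. Kcnc1 passes with the deposited values, without background correction and without mutant 1, and Hdlbp only without mutant 1. Slitrk3 passes with the deposited values, without background correction, with cyclic loess, with array weights, without mutant 2, and with the covariate for neighbouring tissue, which was chosen after the values were seen (12 of the study's genes pass with it). Rxfp2, Suv39h2, Nipsnap3a and Npr3 passed in no setting. Nipsnap3a and Npr3 are drawn as higher in Fig. 8A, whereas the probes tallied here lie below background in both genotypes and give no fold; the brightest Npr3 probe gave 0.02 (standard error 0.26).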

Other observations

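The splits for the count of 38 transcripts and the sex covariate were chosen before any result; the neighbours of Camk2a as a test for Arsi and the splits for the adjusted count were chosen after those results were seen, and the relation of the largest principal component to tissue markers after both had been seen.

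Markers of other cells and functions were measured in the same comparison and none of these lists passed camera. CA3 markers were mostly negative (10 of 13, median -0.21, adjusted p = 0.0622), with -0.70 (standard error 0.41) for Iyd, and a median of 0.04 within the 200s and -0.71 against the only control of the 300s. Interneuron markers had a positive median (0.05) and a negative direction in the test (adjusted p = 0.919), and Kcnc1 alone passed over the list alone, a gene the study chose on these samples. Potassium channel genes had a median of -0.04 (18 of 25 negative, adjusted p = 0.247), with 0.62 (standard error 0.23) for Kcnip1. Genes of mTOR signaling, which the study examined by other assays, had a median of -0.02 (adjusted p = 0.690, 0 of 31 at an unadjusted p under 0.05 in limma), with -0.19 (standard error 0.10) for Mtor and 0.46 (standard error 0.22) for the translation repressor gene Eif4ebp1. Genes of neurogenesis and proliferation had a median of -0.06 (adjusted p = 0.247), with 0.34 (standard error 0.17) for the immature neuron marker Dcx and -0.37 (standard error 0.20) for Pcna. Oligodendrocyte markers had 0.21 (adjusted p = 0.247), endothelial and mural markers 0.08 (0.624), blood markers 0.08 (0.690), markers of thalamus, striatum and cortex 0.03 (0.690) and sex-linked genes -0.04 (0.879). Gapdh, which the study used as a control by qPCR (Fig. 1A), had -0.13 (standard error 0.06, exact permutation p = 0.0303, adjusted p = 0.996) and Hprt -0.08 (standard error 0.08).

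Arsi is the gene next to Camk2a, whose promoter drives the Cre transgene, and the paper does not discuss its rise. A candidate explanation is that the transgene carries extra copies of the chromosome segment around Camk2a. The 6 other detected genes among the 5 on each side of Camk2a have a median log2 fold change of 0.14 (0.135). This lies at percentile 94.8 of 10000 random lists of matched signal, just under their 95th percentile of 0.138. Single values, with the distance in genes, are 0.52 for Slc6a7 (1), 0.22 for Tcof1 (2), 0.74 for Cd74 (3), 0.05 for Rps14 (4), 0.02 for Pdgfrb (4) and -0.07 for Csf1r (5). Standard errors are 0.26 for Slc6a7, 0.10 for Tcof1 and 0.41 for Cd74. Cdx1 (2), detected in fewer than 5 animals and left out of the median, has 0.42 (standard error 0.17). The genes at distances 1 to 3 thus have larger values than those at 4 and 5. Within the nearer ones the values do not fall with distance, as the largest is that of Cd74 at 3. A relation to distance was not tested. Extra copies can therefore be neither shown nor ruled out, and an effect of the loss of TIF-IA on Arsi stays open as well. Unequal numbers of males and females are argued against, since Xist was high in 5 of the 6 mutants and 4 of the 5 controls. Arsi keeps 2.46 with a sex-linked covariate, which given this balance could hardly have moved it.

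The 38 transcripts at an unadjusted p under 0.001 are no more than other groupings of the animals give: of 100 splits into 6 and 5 animals, the real one included, 44 gave as many, with 621 the highest of the others, and for transcripts at an adjusted p under 0.05 (1 in the real split) 12 of 100 gave as many, with 365 the highest, so chance cannot be excluded for either. Xist was high in 5 of the 6 mutants and 4 of the 5 controls, a near balance that argues against unequal numbers of the sexes as the source. With a sex-linked covariate 32 transcripts pass, but given this balance the covariate could hardly move the genotype differences and adds little. Splits that call many times the real number point to a structure of the samples, and splits that put all animals of the 300s together gave 41 to 219, against 39 with the series as a block, 41 within the 200s and 22 within the 300s. The split with 621 parts the animals along the largest principal component (28.5% of the variance; exact permutation p = 0.606 for genotype and 0.842 for the series, whereas the next component, 18.1% of the variance, has 0.481 for genotype and 0.00606 for the series, which has 1 control in the 300s), mutants 1, 3 and 5 with controls 1, 2 and 5 against the rest, and this largest component correlates across the 11 animals with the mean score of the thalamus, striatum and cortex markers (Pearson r = 0.947, permutation p = 5e-05; Spearman rho = 0.891, permutation p = 0.00061, adjusted p = 0.00854 over 28 lists; r = 0.935 without the 2 farthest animals, 0.975 in the 7 animals of the 200s and 0.908 in the 6 mutants) and with oligodendrocyte markers (rho = 0.918, adjusted p = 0.00504). This is consistent with unequal amounts of neighbouring brain tissue in the hippocampal sections of both genotypes, a hypothesis found and tested on the same data, and with that score as a covariate 50 transcripts pass, 29 of them shared with the 38.

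Probes whose 2 genotypes did not overlap numbered 150, or 0.332% of all, where chance gives 0.433%.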
